# PRC2 and EHMT1 regulate H3K27me2 and H3K27me3 establishment across the zygote genome

**DOI:** 10.1038/s41467-020-20242-9

**Published:** 2020-12-11

**Authors:** Tie-Gang Meng, Qian Zhou, Xue-Shan Ma, Xiao-Yu Liu, Qing-Ren Meng, Xian-Ju Huang, Hong-Lin Liu, Wen-Long Lei, Zheng-Hui Zhao, Ying-Chun Ouyang, Yi Hou, Heide Schatten, Xiang-Hong Ou, Zhen-Bo Wang, Shao-Rong Gao, Qing-Yuan Sun

**Keywords:** Oogenesis, Epigenetics, Histone post-translational modifications

## Abstract

The formation of zygote is the beginning of mammalian life, and dynamic epigenetic modifications are essential for mammalian normal development. H3K27 di-methylation (H3K27me2) and H3K27 tri-methylation (H3K27me3) are marks of facultative heterochromatin which maintains transcriptional repression established during early development in many eukaryotes. However, the mechanism underlying establishment and regulation of epigenetic asymmetry in the zygote remains obscure. Here we show that maternal EZH2 is required for the establishment of H3K27me3 in mouse zygotes. However, combined immunostaining with ULI-NChIP-seq (ultra-low-input micrococcal nuclease-based native ChIP-seq) shows that EZH1 could partially safeguard the role of EZH2 in the formation of H3K27me2. Meanwhile, we identify that EHMT1 is involved in the establishment of H3K27me2, and that H3K27me2 might be an essential prerequisite for the following de novo H3K27me3 modification on the male pronucleus. In this work, we clarify the establishment and regulatory mechanisms of H3K27me2 and H3K27me3 in mouse zygotes.

## Abstract (web summary)

Dynamic arrangement of epigenetic modifications such as repressive H3K27 methylation is essential for zygote development. Here the authors show that establishment of genome-wide H3K27me3 in zygotes requires EZH2, that EZH1 partially compensates for EZH2 loss, and that EHMT1 is involved in H3K27me2 establishment.

## Introduction

Life begins with the union of a sperm and an oocyte. Understanding how epigenetic modifications are regulated has been a major challenge in developmental biology, and, so far, the regulatory mechanisms of histone modification changes in zygotes is far from clear. H3K27me3 is a hallmark of facultative heterochromatin in numerous organisms, which is catalyzed by PRC2 (polycomb repressive complex 2) comprised of EED (embryonic ectoderm development), EZH1/2 (enhancer of zeste 1/2), and SUZ12 (suppressor of zeste 12). It is interesting that the phenotypes of *Ezh2* and *Eed* maternal knockout are inconsistent. The former displays a severe growth retardation^1^, while the latter shows significant reduced litter size and a significant overgrowth^2,3^. Unlike EZH2, which is indispensable, EZH1 is not necessary for the development of mouse^4^. *Ezh1* depletion neither reduced global H3K27me2/3 levels nor impacted viability and fertility in mice^4,5^. However, it is also reported that PRC2-EZH1 directly and robustly represses transcription from chromatinized templates and compacts chromatin in the absence of the methyltransferase cofactor SAM^5^. Interestingly, PRC2 displays post-translational modifications of automethylation in its own subunits to modulate its histone methyltransferase activity^6^, which then is demonstrated through its EZH1/2-mediated automethylation activity^7^.

H3K27me3 is a mark of facultative heterochromatin and gene silencing. Maternal H3K27me3 can function as an imprinting mark. Specifically, Inoue et al.^8^ proved that H3K27me3 modification on differential histones in the parent genome was a new regulatory mechanism for gene imprinting independent of DNA methylation. Erhardt et al.^1^ reported that X-inactivation (XCI) was stably propagated thereafter in zygotes lacking maternal EZH2. In a follow-up study, Inoue et al.^3^ recently demonstrated that loss of maternal H3K27me3 induced maternal *Xist* expression and maternal XCI in preimplantation embryos by injecting mRNA coding an H3K27me3-specific demethylase, *Kdm6b*. Furthermore, Inoue also showed that *Xist* was derepressed from the maternal X chromosome (Xm), resulting in biallelic XCI in females and XCI in males at the morula embryos in the absence of maternal *Eed*. Their results also indicated that XmCI was aberrant in Eed matKO pre-implantation embryos. Consistent with this, loss of EED from growing oocytes resulted in a significant overgrowth phenotype, which is the opposite of the ablation of EZH2 from growing oocytes.

Optimized ChIP-seq technologies such as STAR ChIP-seq^9^ and ULI-NChIP^10,11^ by reducing the reaction volume to prevent chromatin loss has contributed to great achievements. Using STAR ChIP-seq, Zheng et al.^12^ found that the sperm H3K27me3 was erased across the genome after fertilization. Surprisingly, H3K27me3 in oocytes is selectively retained in zygotes. Among them, H3K27me3 in the promoter region of development-related genes was rapidly deliberately erased after fertilization, while H3K27me3 in the non-promoter region was retained^12^.

However, the distribution pattern of H3K27me2 in the male and female pronuclear genomes after fertilization in mice and whether there is also a reprogramming process similar to H3K27me3 remain still unknown. The interaction between histone H3K27me2 and H3K27me3 in mouse zygotes, especially in the male pronucleus, has not been confirmed. It was shown that EHMT1 and EHMT2 could catalyze H3K27me1 and H3K27me2 directly in vitro^13^. Besides, it was also demonstrated that EZH2 and EHMT2/EHMT1 shared an important number of common genomic targets, encoding developmental and neuronal regulators^14^. Furthermore, EHMT2/EHMT1 complex could recruit PRC2 to the corresponding site for H3K27 methylation modification in mouse ES cells^14^.

In this work, through a series of in vitro experiments, conditional knockout mouse models, and new microsequencing technology ULI-NChIP, we show that EZH1 could partially safeguard the role of EZH2 in the formation of H3K27me2 but not for H3K27me3 in mouse zygotes, and we identify EHMT1 cooperates with PRC2 to regulate the establishment of H3K27me2. In addition, H3K27me2, which is broadly distributed throughout the genome, might be an essential prerequisite for the subsequent de novo H3K27me3 modification in the male pronucleus in a cell-cycle-dependent manner.

## Results

### Maternal EZH2 is indispensable for H3K27me3 rather than H3K27me2 in mouse zygotes

First, we detected the expression pattern of PRC2 components during mouse oocyte maturation and early embryonic development (Fig. 1a, Supplementary Fig. 1a, b). Similar to EHMT1 level as revealed in our previous study^15^, EZH2 and EED were constantly expressed during oocyte maturation and early embryo development (Fig. 1a). Immunofluorescent staining of EZH2 also showed a constant nuclear localization (Supplementary Fig. 1b). However, EZH1 was not detectable in early embryos except for the zygotic stage. This difference in expression patterns suggests the possible stage-specific function of PRC2 components. Next, we investigated the functional significance of maternal EZH2 in vivo. We adopted a conditional deficiency approach in which the exon 4 allele of *Ezh2* was flanked by loxP sites^16^. We crossed conditional *Ezh2* mice with a *Gdf9-Cre* transgenic line to generate embryos that were deficient for maternal EZH2 and lacked detectable EZH2 protein in zygotes (*Ezh2*^*m−/p+*^) (Fig. 1b). Interestingly, although zygotes lacking maternal EZH2 showed loss of H3K27me3 in both pronuclei (Fig. 1c, d), the H3K27me2 level was still normal in the maternal pronucleus and de novo paternal pronucleus (Fig. 1e, f, Supplementary Fig. 1c–f). This surprising result that EZH2 was not responsible for H3K27me2 in zygotes led us to question whether H3K27me2 at other developmental stages was dependent on the catalytic activity of EZH2, such as stages prior to primordial follicle formation and blastocyst stage. Given that H3K27me2 exists in oocytes at E14.5 (Supplementary Fig. 2a), we crossed *Ezh2*^*fl/fl*^ mice with *Vasa-Cre* transgenic line for ablation of EZH2 at E13.5 to identify whether EZH2 was required for modification of H3K27me2 on maternal chromatin before primordial follicle formation. Surprisingly, the immunofluorescent staining and confocal analysis showed that there is no obvious change in the H3K27me2 relative fluorescence intensity compared to the control group in the GV oocytes (Fig. 1g, h). These results suggested that other factors might be involved in H3K27me2. However, in *Ezh2* null embryos, the situation was different. We crossed *Ezh2*^*fl/fl*^*;Gdf9-Cre* female mice with *Ezh2*^*fl/fl*^*;Vasa-Cre* male mice to generate *Ezh2*^*m−/p−*^ embryos, and found that these embryos began to show significant decrease of H3K27me2 from the morula stage (Fig. 1I, j, Supplementary Fig. 2b), which indicated that there might be a switch from EZH2/EED-independent H3K27me2 to EZH2/EED-dependent H3K27me2.

**Fig. 1:**
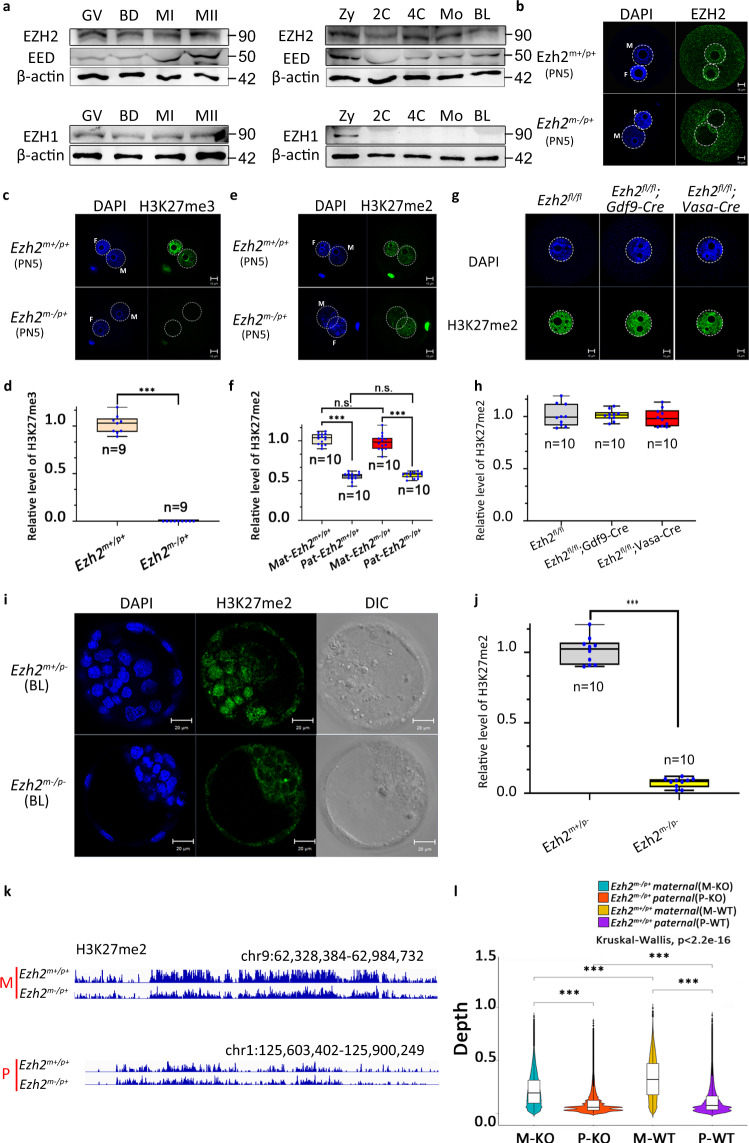
Maternal deletion of EZH2 prevents the establishment of H3K27me3, while its effect on the establishment of H3K27me2 is limited. **a** The expression pattern of several PRC2 components during oocyte maturation and early embryonic development. Left: Expression pattern of EZH2, EED, and EZH1 during oocyte maturation. Right: Expression pattern of EZH2, EED, and EZH1 during early embryonic development.) The signal of EZH2 in control and *Ezh2*^*m−/p+*^ zygotes at 13 h of IVF. M indicates male pronucleus and F indicates female pronucleus in the zygote. Scale bar, 10 μm. **c** The H3K27me3 state of zygotes at 13 h of IVF after the maternal loss of EZH2. M indicates male pronucleus and F indicates female pronucleus in the zygote. Scale bar, 10 μm. **d** Relative fluorescence intensity of H3K27me3 at PN5 stage *Ezh2*^*m+/p+*^ and *Ezh2*^*m−/p+*^ zygote pronucleus. Error bars, S.E.M. ***P < 8.81832E−16 by two-tailed Student’s *t* tests. **e** The H3K27me2 state of zygotes at 13 h of IVF after the maternal loss of EZH2. M indicates male pronucleus and F indicates female pronucleus in the zygote. Scale bar, 10 μm. **f** Relative fluorescence intensity of H3K27me2 at PN5 stage *Ezh2*^*m+/p+*^ and *Ezh2*^*m−/p+*^ zygote pronucleus. Error bars, S.E.M. ***P < 9.32605E-13 and *P* < 2.27984E−09, n.s. represents the nonsignificant difference. *P* > 0.3452 and *P* > 0.4783 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile. **g** The H3K27me2 state of GV oocytes derived from *Ezh2*^*fl/fl*^*; Gdf9-cre* and *Ezh2*^*fl/fl*^*; Vasa-cre* female mice. Scale bar, 10 μm. **h** Relative fluorescence intensity of H3K27me2 in GV oocytes derived from *Ezh2*^*fl/fl*^*; Gdf9-cre* and *Ezh2*^*fl/fl*^*; Vasa-cre* female mice. Error bars, S.E.M. *P* > 0.9579 and *P* > 0.6631 by two-tailed Student’s *t* tests. n.s. represents a nonsignificant difference. Source data are provided as a Source data profile. **i** The H3K27me2 signal of *Ezh2*^*m+/p+*^ and *Ezh2*^*m−/p−*^ blastocysts. Embryos lacking EZH2 (*Ezh2*^*m−/p−*^) exhibited loss of H3K27me2 in ICM nuclei. Scale bar, 20 μm. **j** Relative fluorescence intensity of H3K27me2 in *Ezh2*^*m+/p+*^ and *Ezh2*^*m−/p−*^ blastocysts. Error bars, S.E.M. ***P < 1.61636E−16 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile. **k** Global view of H3K27me2 distribution on the maternal and paternal genomes in Control and *Ezh2*^*m−/p+*^ zygotes. **l** Violin plot shows the depth of coverage of H3K27me2 signals on the maternal and paternal genomes in Control and *Ezh2*^*m−/p+*^ zygotes, respectively. For multiple comparisons, A Benjamini–Hochberg false-discovery rate-corrected *P* value (q value) was estimated, FDR < 0.05 was considered statistically significant. Kruskal–Wallis test, a nonparametric (distribution-free) test. Significance was determined by a pairwise comparison using two-sided Mann–Whitely *U* tests. A Benjamini–Hochberg false-discovery rate-corrected *P* value (*q* value) was estimated, FDR < 0.05 was considered statistically significant. *P*-values are: <2.2e−16, <2.2e−16, <2.2e−16, <2.2e−16 respectively. The median line of box plot represents the median, and the top and bottom of the box represent the upper and lower quartile, respectively.

Considering the low resolution of immunofluorescence detection of H3K27me2, we conducted ULI-NChIP to show the distribution of H3K27me2 more clearly in mouse zygotes and to verify the redundancy of EZH2 on H3K27me2 modification. 

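ULI-NChIP-seq sequences the DNA of nucleosomes that an antibody precipitates from native, MNase-digested chromatin of very few cells. Here the H3K27me2 antibody was used on PN5 zygotes from in vitro fertilization of C57BL/6J eggs with PWK/PhJ sperm. The mothers of Ezh2m+/p+ zygotes carried floxed Ezh2 alleles, and those of Ezh2m-/p+ zygotes also carried Gdf9-Cre, which deletes the floxed exon in oocytes. The paper gives 300 zygotes per group and 1 library per group, each with its own input library made without the antibody. A difference between the genotypes therefore has no replicate check, and no p-value was computed. For the Ezh2m+/p+ zygotes the paper reports 26934491 clean reads (depth 2.96×) for the H3K27me2 library and 17530634 (1.93×) for the input. For the Ezh2m-/p+ zygotes it reports 17541699 clean reads (1.93×) and 9927983 (1.09×). The values used here do not contain the read totals of each parental genome.

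The authors aligned the reads to mm10, removed duplicates and split the alignments into maternal (C57BL/6) and paternal (PWK) reads with SNPsplit, which can assign only reads that cover a variant between the strains. They called peaks with SICER against the input and kept peaks over 1000 bp with a fold over 5, which ChIPseeker then annotated. The deposited peak lists, 1 for each parental genome of each genotype, give the position, annotation and fold over input of every peak. The fold is the authors' value, and a limit set on it need not mean the same in each list. A further deposited table gives the fraction of each chromosome covered by reads in each parental genome, and the paper does not describe a scaling of this coverage to the number of reads. From these values, peaks were counted, overlapped (at least 1 bp) and placed in windows of 1 Mb. Shares are given with 95% Wilson intervals, and differences in shares with 95% intervals from 1000 resamplings of 5 Mb blocks of the genome, both of which cover sampling of peaks in these libraries and not variation between zygote collections. The Wilson intervals treat peaks as independent, so they are too narrow where peaks cluster. Genotypes are named as the lists are labelled. The peak numbers of the lists equal those that the paper's Reporting Summary gives under the same names, whereas the category shares of the lists match the panels of the other genotype in Supplementary Fig. 3c–f, so every direction between the genotypes rests on the labels of the lists. The lists hold no reads over the floxed exon, so the deletion could not be checked in them. The annotation assigned no peak of either maternal list and 1 peak of each paternal list to Ezh2 (chromosome 6, 47530274 to 47595270).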

To distinguish the maternal and the paternal alleles, we collected zygotes by in vitro fertilization using two distinct parental strains, PWK/PhJ (male) and *Ezh2*^*fl/fl*^ (female, C57BL/6J) or *Ezh2*^*fl/fl*^*; Gdf9-Cre* (female, C57BL/6J), containing ~20 million different SNPs between their genome sequences. H3K27me2 possesses distinct features of sequence preference compared with H3K27me3 in mouse zygotes. 

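In the Ezh2m+/p+ zygotes, 5744 maternal and 17863 paternal H3K27me2 peaks were listed, and in the Ezh2m-/p+ zygotes 9606 maternal and 22823 paternal peaks. Each list had peaks on all 20 chromosomes examined (1 to 19 and X). In Ezh2m+/p+ zygotes the peaks covered 18.1 Mb (0.688%) of the maternal genome with a mean length of 3153 bp, and 42.8 Mb (1.62%) of the paternal genome with a mean length of 2395 bp. The Ezh2m-/p+ peaks covered 24.0 Mb (0.913%) of the maternal genome and 66.8 Mb (2.54%) of the paternal genome, with mean lengths of 2503 and 2926 bp. Of 2645 windows of 1 Mb, 56.8% held a maternal peak and 59.1% a paternal peak in Ezh2m+/p+ zygotes, against 66.0% and 62.7% in Ezh2m-/p+ zygotes. Maternal peaks were sparsest on chromosome X (0.246 per Mb in Ezh2m+/p+ and 0.696 per Mb in Ezh2m-/p+) and densest on chromosome 11 (4.55 and 5.83 per Mb). Paternal peaks were sparsest on chromosome 16 (2.13 and 3.27 per Mb) and densest on chromosome 1 (12.5 and 13.4 per Mb). The largest move of a count was that of the Ezh2m+/p+ paternal peaks, of which 6547 were longer than 2000 bp, while the Ezh2m+/p+ maternal count moved most with a fold over 10, to 2324.

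In the 656 kb region of chromosome 9 shown for the maternal genome in Fig. 1k, 1 Ezh2m+/p+ maternal peak was listed, at 62366001 to 62367399 in the promoter of Anp32a (fold 26.8). The Ezh2m-/p+ maternal list had 5 peaks there, near or in Anp32a, Coro2b, Itga11, Fem1b and Pias1, and neither paternal list had any. The peak nearest Itga11, at 62627601 to 62630199 (fold 35.9), was also the only peak of the 4 lists in the region of Supplementary Fig. 3a. In the 297 kb region of chromosome 1 shown for the paternal genome, which contains Gpr39, 33 Ezh2m+/p+ and 25 Ezh2m-/p+ paternal peaks covered 37.2% and 50.1% of the sequence. No Ezh2m+/p+ maternal peak and 2 Ezh2m-/p+ maternal peaks fell in this region.

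**Figure D1:**
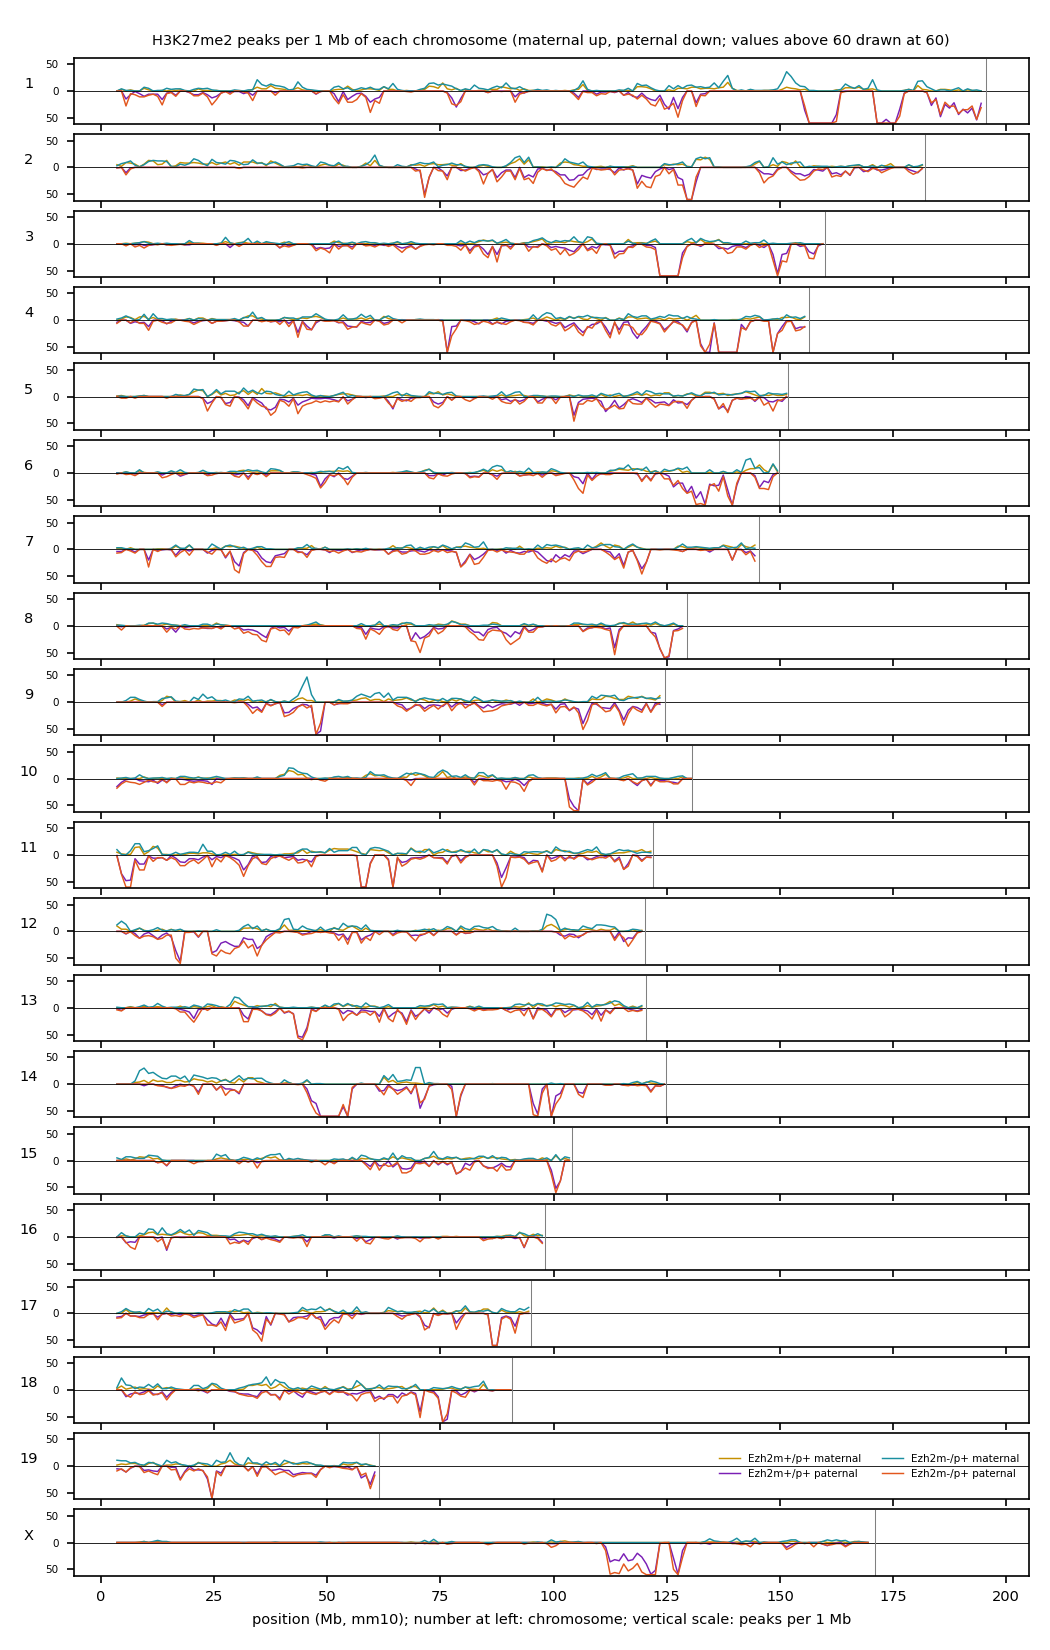
Number of H3K27me2 peaks (vertical axis, maternal lists upwards and paternal lists downwards) in each window of 1 Mb along chromosomes 1 to 19 and X (horizontal axis, Mb of mm10). Lines stand for the 4 lists, with 1 library per genotype and no error, and counts above 60 are drawn at 60; the window with the most paternal peaks in both lists together, at 160 to 161 Mb of chromosome 1, held 138 Ezh2m+/p+ and 129 Ezh2m-/p+ paternal peaks and 0 maternal peaks.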

H3K27me2 was broadly distributed throughout the genome (Fig. 1k, Supplementary Fig. 3a). 

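Maternal and paternal reads of a genotype come from the same library, so the fraction of each chromosome they cover shares a sequencing depth. The values used hold no coverage of the inputs, so the ratios between the parental genomes are not set against those of the input. They compare covered sequence and not numbers of reads. In Ezh2m+/p+ zygotes, maternal reads covered a median of 25.0% of chromosomes 1 to 19 and X, and paternal reads 2.18%. In Ezh2m-/p+ zygotes the medians were 35.5% and 3.17%. The ratio of maternal to paternal coverage had a median of 11.6 over the 20 chromosomes of Ezh2m+/p+ zygotes (95% interval from 10000 resamplings of chromosomes, 9.60 to 12.8) and of 10.9 in Ezh2m-/p+ zygotes (9.36 to 12.2). Maternal coverage was higher on all 20 chromosomes of both genotypes. The lowest ratio, on chromosome 14, was 5.59 in Ezh2m+/p+ and 5.32 in Ezh2m-/p+ zygotes, and the highest, on chromosome 16, was 22.6 in both. Autosomes alone, or coverage summed over chromosomes, kept both medians within their intervals. Peak numbers went the other way, with more paternal than maternal peaks listed in both genotypes.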

The level of de novo H3K27me2 on the paternal pronucleus was lower than that on the maternal pronucleus (Fig. 1l, Supplementary Fig. 4). Compared with the DNA methylation pattern, neither the paternal nor maternal genome coincide with 5mC in the enrichment region such as imprinting genes at the PN5 zygotic stage (Supplementary Fig. 3b). 

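Inpp5f lies on chromosome 7 of mm10 from 128611181 to 128696436, and each of the 4 lists had 1 H3K27me2 peak in the region shown around it. The Ezh2m+/p+ maternal peak, at 128640601 to 128643399, was annotated to intron 2 of 9 and had a fold of 34.8. In the paternal genome of these zygotes the peak lay in intron 1, at 128621001 to 128623799, with a fold of 12.0. The Ezh2m-/p+ maternal peak covered the promoter, at 128610401 to 128613999 (fold 7.17), and was no longer counted at a fold over 10. The Ezh2m-/p+ paternal peak, at 128618001 to 128623399 in intron 1 (fold 205), overlapped the Ezh2m+/p+ paternal peak. In a RefSeq gene list, which is not the authors' annotation of the peaks, Snrpn extends on the same chromosome from 59982495 to 60450177. The region shown for Snrpn, 285 kb long, does not cover all of this sequence. It held a peak only in the Ezh2m+/p+ paternal list, at 60096001 to 60097399 in intron 2 of 10 (fold 48.1). This peak was lost at a length over 2000 bp. Outside the region shown, 1 Ezh2m-/p+ paternal peak lay between 60 and 61 Mb, and its place relative to Snrpn was not examined. The 5mC data and the mESC tracks of the panel were not analysed here.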

The landscape of H3K27me2 was not changed dramatically after maternal EZH2 deletion, and the results are illustrated in Supplementary Fig. 3a, c–f, which shows the distribution of H3K27me2 in different regions of the genome. 

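The lists of the 2 genotypes were compared by position. Of the 5744 Ezh2m+/p+ maternal peaks, 544 (9.47%, 95% interval 8.74 to 10.3%) overlapped a Ezh2m-/p+ maternal peak. Random placement of the same peaks within their chromosomes, repeated 100 times, gave a mean of 2.32% (1.83 to 2.91%). Of the Ezh2m+/p+ paternal peaks, 11807 (66.1%, 65.4 to 66.8%) overlapped a Ezh2m-/p+ paternal peak, against a mean of 4.98% (4.59 to 5.50%) at random positions. When each peak was instead placed at random within its own window of 1 Mb, a comparison added after the data were examined, the means were 4.57% (3.78 to 5.38%) for the maternal and 26.2% (25.6 to 26.8%) for the paternal peaks, so that the observed shares were 2.07 and 2.52 times those at random. A reciprocal overlap of 50% moved the paternal share most, to 31.4%, and lowered the maternal share to 4.94%. At the scale of 1 Mb windows, the numbers of peaks in the maternal lists of both genotypes had a Spearman correlation of 0.80 over 2570 windows, and those in the paternal lists of 0.94. Windows are not independent replicates, so these values only describe the lists. Within a genotype, the parental genomes shared few peaks. In Ezh2m+/p+ zygotes 24 maternal peaks (0.418%, 0.281 to 0.621%) overlapped a paternal peak, and in Ezh2m-/p+ zygotes 40 (0.416%, 0.306 to 0.566%), where random placement gave means of 3.58% and 4.63%.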

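Each peak was assigned by the authors' ChIPseeker annotation to 1 category. In the maternal genome, 1947 of the Ezh2m+/p+ peaks (33.9%, 95% interval 32.7 to 35.1%) and 3442 of the Ezh2m-/p+ peaks (35.8%, 34.9 to 36.8%) were distal intergenic. In the paternal genome, the share was 40.2% (39.5 to 40.9%) in Ezh2m+/p+ and 40.7% (40.1 to 41.3%) in Ezh2m-/p+ zygotes. Introns other than the first came next, with 21.1% and 21.5% of the maternal and 18.5% and 17.8% of the paternal peaks of Ezh2m+/p+ and Ezh2m-/p+ zygotes. Distal intergenic was the largest of the 11 categories in all 4 lists. It was also the largest under every alternative that gave all categories, and its share moved most when covered base pairs were counted in place of peaks, to 35.8% for the Ezh2m-/p+ paternal list. The H3K27me3 panels were not analysed here.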

After EZH2 knockout, H3K27me2 was still mainly distributed in the distal intergenic region without obvious pattern change, which possesses distinct features of sequence preference compared with H3K27me3 in mouse zygotes (Supplementary Fig. 3g, h). However, when comparing the distribution of H3K27me2 at each region, we found that in the maternal genome, the H2K37me2 signal at the promoter and the distal intergenic region was slightly decreased, while at UTR and exon regions, H3K27me2 was slightly increased. 

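The difference in the share of peaks, Ezh2m-/p+ minus Ezh2m+/p+, was computed for the maternal lists from the annotation of each peak. The promoter share (within 3 kb of a transcription start site) was 15.8% in the list labelled Ezh2m+/p+ and 16.5% in the list labelled Ezh2m-/p+, a difference of 0.734 points (95% interval -0.492 to 1.94). For distal intergenic peaks the difference was 1.94 points (0.199 to 3.72). The UTR share was 4.81% in Ezh2m+/p+ and 4.28% in Ezh2m-/p+, a difference of -0.526 points (-1.20 to 0.0961). The exon share was 12.9% and 10.8%, a difference of -2.10 points (-3.18 to -1.12). Only the distal intergenic and exon differences had intervals that excluded 0. For lists of equal size, where the longer list was cut to its peaks of largest fold, the promoter difference was -0.174 points. The UTR, exon and distal intergenic differences had the same sign under all 5 alternatives.

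**Figure D2:**
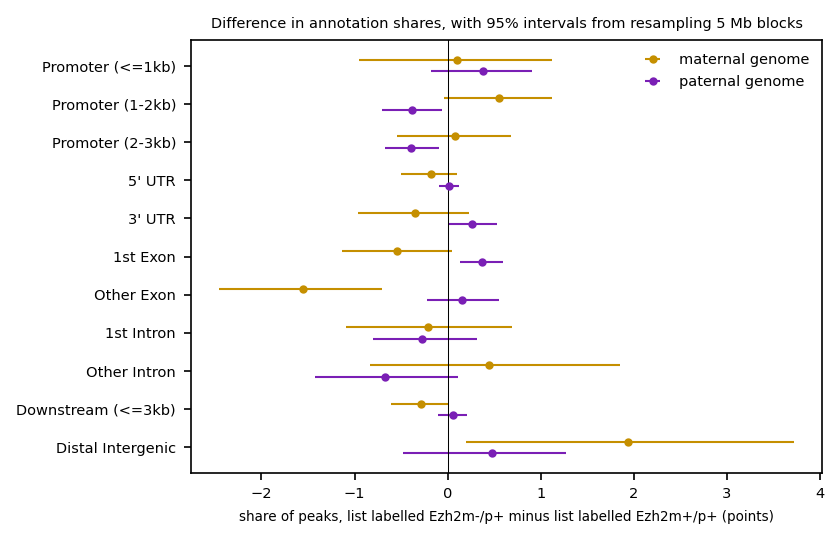
Difference in the share of H3K27me2 peaks in each annotation category (horizontal axis, percentage points, list labelled Ezh2m-/p+ minus list labelled Ezh2m+/p+) for the maternal and paternal genomes, with 1 library per genotype. Bars are 95% intervals from resampling 5 Mb blocks of the genome; the maternal categories whose bars exclude 0 are exons other than the first (-1.56 points) and distal intergenic regions.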

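For the paternal lists, promoter peaks within 1 kb of a start site made up 10.5% of the list labelled Ezh2m+/p+ and 10.9% of the list labelled Ezh2m-/p+, a difference of 0.381 points (95% interval -0.174 to 0.909). The UTR shares, 3.78% and 4.06%, differed by 0.283 points (-0.0025 to 0.565), and the exon shares, 9.59% and 10.1%, by 0.523 points (0.106 to 0.942). Distal intergenic peaks differed by 0.476 points (-0.480 to 1.27). The intron share was 28.2% in Ezh2m+/p+ and 27.3% in Ezh2m-/p+, a difference of -0.939 points (-1.90 to 0.0748). Of these 5 differences, only that of exons had an interval that excluded 0. Signs were kept under all 5 alternatives for exons and introns. The difference of the promoter peaks was also negative for lists of equal size. At a length over 2000 bp it was -1.01 points and that of UTR peaks -0.188 points, and the distal intergenic difference was -0.379 points when covered base pairs were counted.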

In the paternal genome, the H2K37me2 signal at the promoter (≤1 kb), UTR, exon, and distal intergenic region was slightly decreased, while at intron regions, H3K27me2 was slightly increased. This suggests that EZH2 knockout has different effects on different regions of the parental genome.

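The exon share differed between the genotypes in opposite directions in the 2 parental genomes, and the intervals given for these differences did not overlap, although the difference between the genomes was not itself tested. Mean peak length moved in the same directions, from 3153 to 2503 bp in the maternal and from 2395 to 2926 bp in the paternal lists. Every list had a higher exon share among peaks over 2000 bp, where the differences were -1.19 and 0.369 points. The exon differences were therefore not separated from peak length. In the maternal lists no category other than exons and distal intergenic regions had an interval that excluded 0. In the paternal lists, first exons differed by 0.367 points (95% interval 0.137 to 0.600) and 3' UTRs by 0.265 points (0.000826 to 0.527). Paternal promoter peaks at 1 to 2 kb and at 2 to 3 kb from a start site differed by -0.386 (-0.705 to -0.0618) and -0.393 points (-0.669 to -0.0967). With 1 library per genotype, differences of this size cannot be separated from variation between zygote collections. From the slight changes that it reports for promoters, UTRs, exons, introns and distal intergenic regions of the maternal and paternal genomes, the paper proposes that the loss of maternal EZH2 acts differently on these regions.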

### Maternal EZH1 is indispensable for H3K27me2 in the paternal pronucleus of Ezh2^m−/p+^ mouse zygotes

Given that the PRC2 complex is comprised of EED, SUZ12, RbAp48, and a catalytic subunit, either EZH1 or EZH2, we speculated that EZH1 may be indispensable for H3K27me2 in the absence of maternal EZH2. We first investigated the role of EZH1 in mouse zygotes by microinjection of *Ezh1* siRNA. To determine the interference efficiency of *Ezh1* siRNA, we conducted Western blot analysis and real-time PCR. *Ezh1* siRNA significantly reduced the expression of EZH1 (Fig. 2a, Supplementary Fig. 5a). Consistent with our speculation, immunostaining showed that there was complete absence of de novo H3K27me2 in paternal pronuclei of zygotes lacking maternal EZH2 rather than normal zygotes after *Ezh1* siRNA microinjection (Fig. 2b, c). 

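H3K27me2 peaks over the input were listed in both parental genomes of the Ezh2m-/p+ library. Coverage by reads of this library was 1.42 times that of the Ezh2m+/p+ library in the maternal genome (median over chromosomes, 95% interval 1.41 to 1.44). In the paternal genome it was 1.47 times (1.45 to 1.49), and it was higher on all 20 chromosomes of both genomes. The values used hold no coverage of the inputs, so covered sequence is not shown to lie above background. Dividing coverage by the uniquely mapped reads that the paper gives for each library moved these ratios to 2.19 and 2.26. The direction holds for the groups as the coverage table labels them. Among genes of the paper, the annotation assigned 1 peak of the Ezh2m+/p+ maternal list to Ezh1 and none of the other 3 lists. Suz12 had 1 peak in each of the Ezh2m+/p+ lists and Ehmt1 had 2 peaks in the Ezh2m-/p+ maternal list, while Eed, Ehmt2 and Xist had 0 peaks in all 4 lists.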

Combining the data of ULI-NChIP, these results suggest that EZH1 might partially safeguard the role of EZH2 to establish de novo H3K27me2 on the paternal pronucleus at the PN5 zygotic stage.

**Fig. 2:**
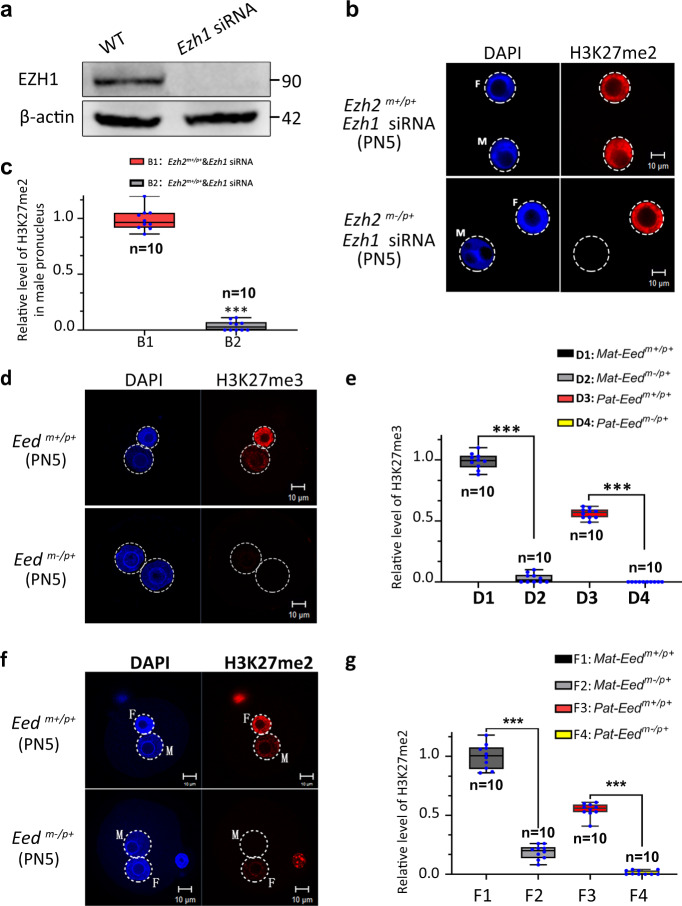
The synergistic effect of Ezh1 and EZH2 on the establishment of de novo H3K27me2 in the male pronucleus. **a** Knockdown efficiency of Ezh1 siRNA microinjected oocytes. Proteins from a total of 100 GV oocytes were loaded for each sample. β-Actin was used as an internal control. **b** Ezh1 siRNA was microinjected before PN2 stage in *Ezh2*^*m−/p+*^ and *Ezh2*^*m+/p+*^ zygotes, and zygotes were used for H3K27me2 immunofluorescent staining at the PN5 stage. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10 μm. **c** Relative fluorescence intensity of H3K27me2 in PN5 stage male pronucleus. B1: *Ezh2*^*m+/p+*^ zygotes microinjected with EZH1 siRNA; B2: *Ezh2*^*m−/p+*^ zygotes microinjected with EZH1 siRNA. Error bars, S.E.M. ***P < 2.22745E−16 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile. **d** Maternal loss of EED showed significant loss of H3K27me3 in PN5 stage zygote. Scale bar, 10 μm. **e** Relative fluorescence intensity of H3K27me3 in PN5 stage pronucleus. D1: *Eed*^*m+/p+*^ female pronucleus; D2: *Eed*^*m−/p+*^ female pronucleus D3: *Eed*^*m+/p+*^ male pronucleus; D4: *Eed*^*m−/p+*^ male pronucleus. Error bars, S.E.M. ***P < 4.3406E−19 and *P* < 1.33006E−19 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile. **f** Maternal loss of EED showed significant loss of H3K27me2 in the PN5 stage zygote. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10 μm. **g** Relative fluorescence intensity of H3K27me2 in PN5 stage pronucleus. D1: *Eed*^*m+/p+*^ female pronucleus; D2: *Eed*^*m−/p+*^ female pronucleus D3: *Eed*^*m+/p+*^ male pronucleus; D4: *Eed*^*m−/p+*^ male pronucleus. Error bars, S.E.M. ***P < 7.8886E−13 and *P* < 2.92294E−14 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile.The median line of the box plot represents the median, and the top and bottom of the box represent the upper and lower quartile, respectively.

Next, we investigated the possible relationship between EZH1 and EZH2 on H3K27me2 in mouse zygotes through conditional inactivation of maternal EED, the essential core subunit of PRC2, in oocytes. We tested the protein level of EED in oocytes of maternal knockout EZH2 and found that it did not significantly decrease (Supplementary Fig. 5b). Thereafter, we crossed conditional *Eed*^*fl/fl*^ mice with *Gdf9-Cre* transgenic lines to generate embryos that were maternally deficient for EED in oocytes (*Eed*^*fl/fl*^*; Gdf9-Cre*) and lacked detectable EED protein in zygotes (*Eed*^*m−/p+*^) (Supplementary Fig. 5c). Zygotes lacking maternal EED showed significant loss of H3K27me3 and H3K27me2 in the male pronucleus (Fig. 2d–g). Meanwhile, *Eed*^*fl/fl*^*; Gdf9-Cre* female mice showed reduced litter size in comparison to *Eed*^*fl/fl*^ female mice (Supplementary Table 1). Combined with our Western blot analysis result that EZH1 was only expressed at stages from GV oocytes to zygotes (Fig. 1a), we propose that Ezh1 might partially indispensable to the establishment of de novo H3K27me2 in the paternal pronucleus, and this effect is stage-specific.

### H3K27 methylation modification is cell cycle-dependent

Since there was no H3K27me2 and H3K27me3 before the PN5 stage in the paternal pronucleus of mouse zygote, we asked whether overexpression of EZH2 in mouse zygote would cause H3K27me3 modification in the paternal pronucleus before the PN4 stage. Overexpression of EZH2 (Supplementary Fig. 5d, e) had no effect on de novo H3K27me3 in the paternal pronucleus at the PN3 stage (Fig. 3a, b). It was shown that EZH2 was localized to both maternal and paternal pronuclei at the PN3 stage (Fig. 3c, d), suggesting that the absence of H3K27me3 before PN4 is not caused by lacking EZH2 on the paternal genome. Since PN4-PN5 represents the G2/M transition in mouse zygotes, we asked whether de novo H3K27 methylation is regulated by the cell cycle. Previous studies have reported that CDK1 can phosphorylate EZH2, while CDK1 is responsible for the G2/M transition. To verify this, zygotes were treated with roscovitine, a CDK1 inhibitor, and we found that this treatment resulted in almost complete disappearance of H3K27me3 in the paternal pronucleus (Fig. 3e, f). Immunoblotting showed that inhibition of CDK1 resulted in a significant decrease in the EZH2 phosphorylation level (Fig. 3g).

**Fig. 3:**
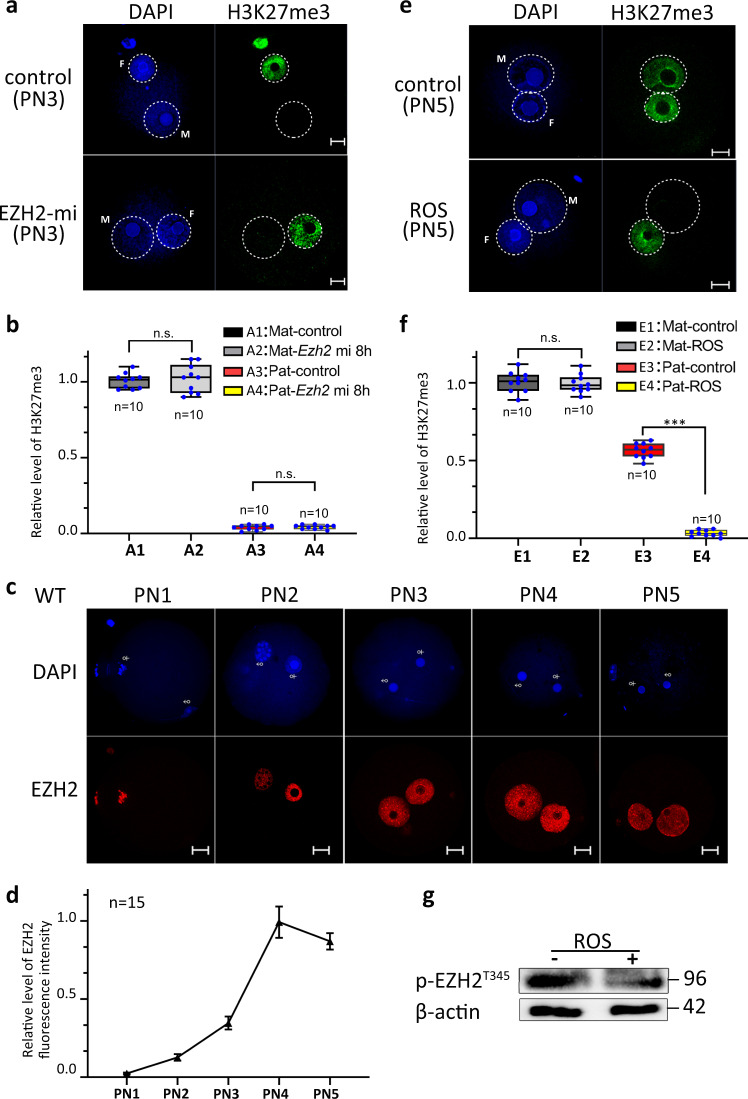
Cell cycle-dependent establishment of H3K27me3 in the male pronucleus. **a** The H3K27me3 state in pronucleus at 8 h of IVF after *Ezh2* mRNA microinjection. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10 μm. **b** Relative fluorescence intensity of H3K27me3 in PN3 stage pronucleus after *Ezh2* mRNA microinjection. A1: Female pronucleus in control zygote; A2: Female pronucleus in *Ezh2* mRNA microinjected zygote; A3: Male pronucleus in control zygote; A4: Male pronucleus in *Ezh2* mRNA microinjected zygote. Error bars, S.E.M. *P* > 0.6796 and *P* > 0.6780 by two-tailed Student’s *t* tests. n.s. represents nonsignificant difference. Source data are provided as a Source data profile. **c** The localization of EZH2 in zygotes from PN1 to PN5 stages. Scale bar, 10 μm. **d** The relative level of EZH2 fluorescence intensity from PN1 to PN5 stages. *n* = 15 embryos at each stage examined over three independent experiments. Error bars, mean ± S.E.M. Source data are provided as a Source data profile. **e** The H3K27me3 state in pronucleus at 13 h of IVF after roscovitine treatment. The addition of roscovitine inhibited the establishment of H3K27me3 in the PN5 stage male pronucleus. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10 μm. **f** Relative fluorescence intensity of H3K27me3 in PN5 stage pronucleus after roscovitine treatment. E1: Female pronucleus in control zygote; E2: Female pronucleus in roscovitine treated zygote; E3: Male pronucleus in control zygote; E4: Male pronucleus in roscovitine treated zygote. Error bars, S.E.M. ***P < 2.05216E−17. n.s. represents a nonsignificant difference. *P* > 0.6963 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile. **g** Western blot shows that the protein level of p-EZH2^T345^ was decreased after roscovitine treatment. The median line of the box plot represents the median, and the top and bottom of the box represent the upper and lower quartile, respectively.

### EHMT1, but not EHMT2, is indispensable for H3K27me2 in mouse zygotes

Given that the EHMT1/EHMT2 complex shares an important number of common genomic loci with PRC2 and that it can recruit PRC2 to genomic loci to catalyze H3K27 di-methylation and trimethylation (H3K27me2/3) in mESCs^14^, we chose BIX01294 or UNC0638, selective inhibitors of EHMT1 or EHMT2 histone methyltransferase without effect on SUV39H1 and PRMT1, to analyze the function of EHMT1/EHMT2 on paternal pronucleus H3K27me2. We found that there was nearly an absence of de novo H3K27me2 in the paternal pronucleus after inhibitor treatment, which demonstrates that EHMT1 or/and EHMT2 is involved in de novo H3K27me2 in the paternal pronucleus (Fig. 4a, c, Supplementary Fig. 6a, b). To further confirm whether EHMT1 or EHMT2 is responsible for this, EHMT1 or EHMT2 antibody microinjection assay was conducted. The paternal pronuclear H3K27me2 was nearly lost after injection of anti-EHMT1 antibody (α-EHMT1) in mouse zygotes. On the contrary, the injection of anti-EHMT2 antibody (α-EHMT2) had no effect on paternal pronuclear H3K27me2 (Fig. 4b, c). To further investigate the role of EHMT1 and EHMT2 in de novo H3K27me2 in mouse zygotes, we knocked down EHMT1 or EHMT2 by injection of their specific siRNA. The interference efficiency of *Ehmt1* and *Ehmt2* siRNA was detected by Western blot (Supplementary Fig. 6c, d). In the *Ehmt2* knockdown group, the H3K27me2 level was similar to that of the control group, while in the *Ehm1* knockdown group, H3K27me2 was nearly lost in the paternal pronucleus (Fig. 4d, e). Consistent with this, overexpression of EHMT1 rather than EHMT2 significantly increased the H3K27me2 level in the paternal pronucleus (Fig. 4f, g). Consistent with the above in vitro results, maternal deficiency of *Ehmt2* had no effect on the H3K27me2 (Supplementary Fig. 6e, f). These comprehensive in vivo and in vitro results demonstrate that EHMT1 instead of EHMT2 is required for H3K27me2 in the paternal pronucleus of mouse zygotes.

**Fig. 4:**
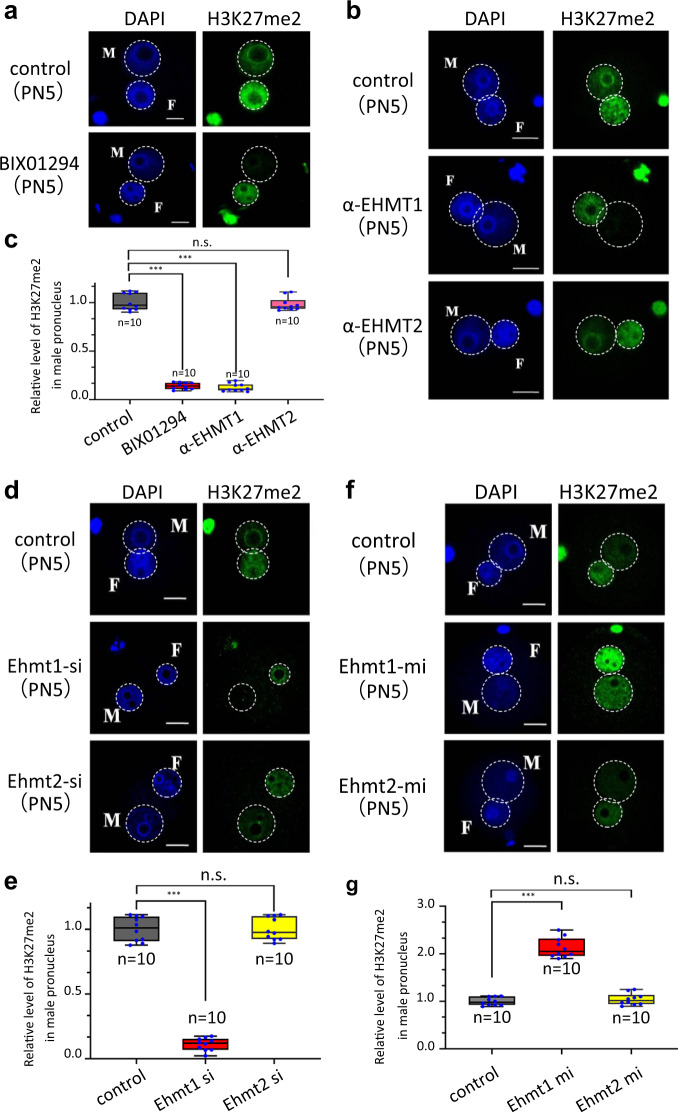
The H3K27me2 state in PN5 zygotes treated with different agents at 13 h of IVF. Confocal micrographs show the immunostained H3K27me2 (green) and DNA (DAPI, blue) in mouse zygotes. **a** Zygotes were cultured in KSOM medium containing 10 μM BIX01294. Control group was cultured in KSOM medium containing DMSO. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10 μm. **b** The H3K27me2 state in zygotes at 13 h of IVF after EHMT1 or EHMT2 antibody microinjection. α-EHMT1 and α-EHMT2 indicate mouse zygotes cultured in KSOM medium after antibody microinjection before PN3 stage. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10 μm. **c** Relative fluorescence intensity of H3K27me2 in PN5 male pronucleus after treatment with 10 μM BIX01294, α-EHMT1, and α-EHMT2. Error bars, S.E.M. ***P < 1.36095E−16 and *P* < 1.49664E−16. n.s. represents nonsignificant difference. *P* > 0.4948 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile. **d** The H3K27me2 state of zygotes at 13 h of IVF after EHMT1 or EHMT2 siRNA microinjection. Control group was microinjected with scrambled control siRNA. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10 μm. **e** Relative fluorescence intensity of H3K27me2 in PN5 male pronucleus after microinjected with *Ehmt1* or *Ehmt2* siRNA. Error bars, S.E.M. ***P < 7.10683E−16. n.s. represents a nonsignificant difference. *P* > 0.9651 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile. **f** The H3K27me2 state in zygotes at 13 h of IVF after *Ehmt1* or *Ehmt2* mRNA microinjection. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10 μm. **g** Relative fluorescence intensity of H3K27me2 in PN5 male pronucleus after microinjected with *Ehmt1* or *Ehmt2* mRNA. Error bars, S.E.M. ***P < 5.508E-−12. n.s. represents a nonsignificant difference. *P* > 0.3577 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile. The median line of the box plot represents the median, and the top and bottom of the box represent the upper and lower quartile, respectively.

### H3K27me2 might be the substrate of de novo H3K27me3 formation through EHZ2 in the male pronucleus of mouse zygotes

Next, we investigated the function of EHMT2 and EHMT1 in paternal pronuclear H3K27me3 establishment. Firstly, mouse zygotes treated with BIX01294 showed loss of de novo H3K27me3 in the paternal pronucleus, suggesting that EHMT2 and/or EHMT1 may participate in the de novo H3K27me3 formation (Fig. 5a, d). Secondly, to clarify either or both of EHMT2 and EHMT1 functions, we used a “gain-of-function” approach to examine the effect of mRNA microinjection. The protein level of EHMT2 and EHMT1 significantly increased at 6 h of microinjection as detected by Western blotting (Fig. 5b). Overexpression of either EHMT1 or EHMT2 did not obviously increase the immunostaining signal of H3K27me3 in mouse zygotes (Fig. 5c, d). On the other hand, overexpression of EZH2 leads to increased H3K27me3 modification (Fig. 5e, f). BIX01294 treatment, however, could prevent this process (Fig. 5e, f). Collectively, these results indicate that de novo H3K27me3 modification in the paternal pronucleus should use H3K27me2 as a substrate.

**Fig. 5:**
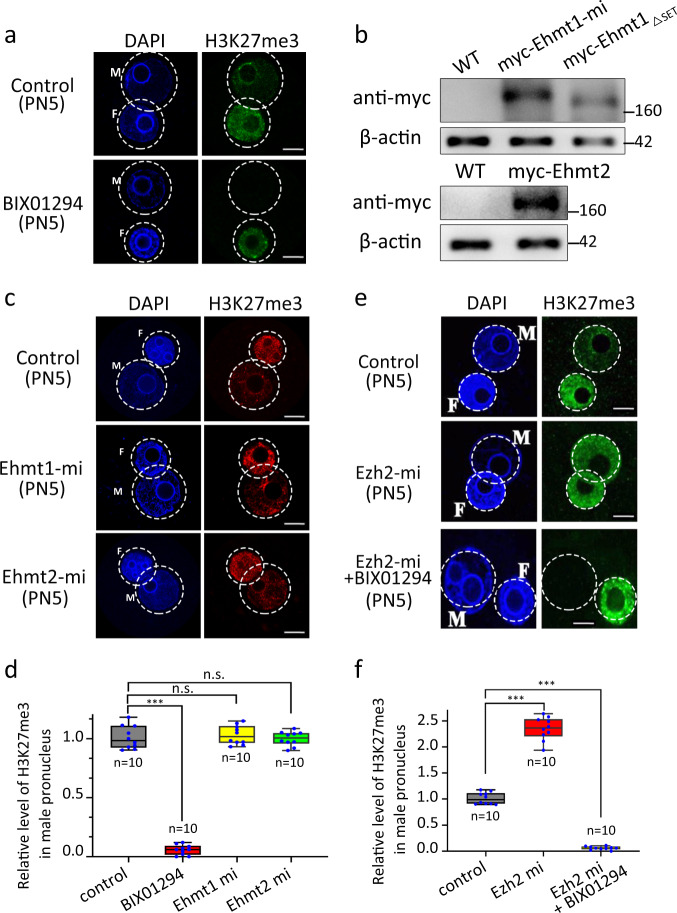
The H3K27me3 signal in PN5 zygotes treated with different agents at 13 h of IVF. **a** Zygotes were cultured in KSOM medium containing 10 μM BIX01294. Control group was cultured in KSOM medium containing DMSO. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10 μm. **b** The upper figure shows the protein levels of EHMT1 in zygotes at 13 h of IVF after EHMT1 full-length (*Ehmt1*) and SET domain deleted EHMT1 truncated mRNA (*Ehmt1*_*ΔSET*_) microinjection, respectively. The bottom figure shows the protein levels of EHMT2 in zygotes at 13 h of IVF after EHMT2 full-length (*Ehmt2*) mRNA microinjection. **c** The H3K27me3 state in zygotes at 13 h of IVF after *Ehmt1* or *Ehmt2* mRNA microinjection. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10 μm. **d** Relative fluorescence intensity of H3K27me3 in PN5 male pronucleus after treatment with BIX01294, *Ehmt1,* and *Ehmt2* mRNA. Error bars, S.E.M. ***P < 2.10148E−16. n.s. represents a nonsignificant difference. *P* > 0.6153 and *P* > 0.7802 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile. **e** The H3K27me3 state in zygotes at 13 h of IVF after Ezh2 mRNA microinjection. Ezh2-mi +BIX01294 indicates zygotes cultured in KSOM medium containing BIX01294 after ezh2 mRNA microinjection. White dashed circles indicate the male pronucleus (M) and female (F) pronucleus. Scale bar, 10 μm. **f** Relative fluorescence intensity of H3K27me3 in PN5 male pronucleus after different treatment strategies. Error bars, S.E.M. ***P < 1.25007E−12 and *P* < 1.10945E−15 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile. The median line of the box plot represents the median, and the top and bottom of the box represent the upper and lower quartile, respectively.

### The SET domain of EHMT1 is indispensable for de novo H3K27me2 in mouse zygotes

The results so far indicated that EHMT1 but not EHMT2 was required for H3K27me2. We next set out to investigate a possible interplay between EHMT1 and EZH proteins. To investigate this question, we constructed two plasmids expressing myc-EHMT1 fusion protein, myc-EHMT1_△SET_ lacking their C-terminal catalytic domains, respectively (Fig. 6a).

**Fig. 6:**
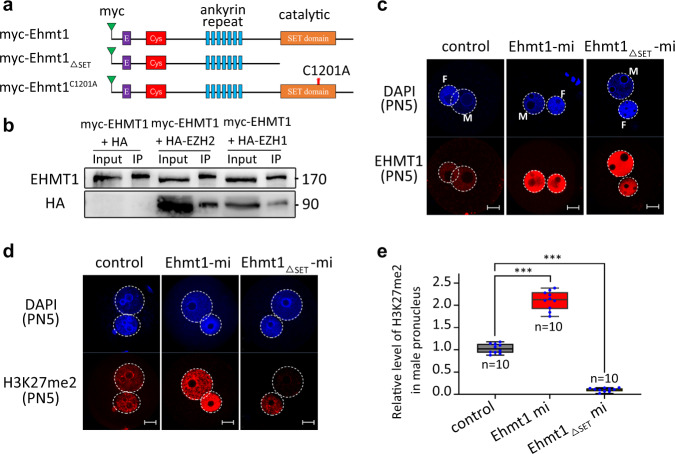
Overexpression of SET domain deleted EHMT1 truncated mRNA inhibits the establishment of H3K27me2 in the male pronucleus. **a** Schematic representation of myc-tagged mEHMT full-length, myc-tagged mEHMT SET domain deleted protein, and myc-tagged mEHMT containing the point mutant (C1201A) in SET domain without catalytic activity. **b** The interaction of EHMT1 with EZH1 and EZH2 proteins were examined by Co-IP. EHMT1-HA was co-transfected into HEK293T cells with EZH1-Myc, EZH2-Myc or Myc-Vector, respectively. Anti-HA was used to precipitate EHMT1 and associated proteins. Immunoblots were probed with EHMT1 and HA antibodies to detect the pull-down proteins (EZH1, EZH2) and EHMT1-HA (positive control), respectively. **c** Immunostaining for the EHMT1 in zygotes at 13 h of IVF after EHMT1 full-length (*Ehmt1*) and SET domain deleted EHMT1 truncated mRNA (*Ehmt1*_*ΔSET*_) microinjection. DNA was counterstained with DAPI. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10 μm. **d** The H3K27me2 state of zygotes at 13 h of IVF after EHMT1 full-length (*Ehmt1*) and SET domain deleted mRNA (*Ehmt1*_Δ*SET*_) microinjection. Scale bar, 10 μm. **e** Relative fluorescence intensity of H3K27me2 in PN5 male pronucleus after different treatment strategies. *Ehmt1*mi indicates zygotes microinjected with *Ehmt1* full-length mRNA; *Ehmt1*_Δ*SET*_ mi indicates zygotes microinjected with *Ehmt1* SET domain deleted mRNA. *n* = 10 zygotes at each group examined over three independent experiments. Error bars, S.E.M. ***P < 2.40369E−11and *P* < 1.20055E−15 by two-tailed Student’s *t* tests. Source data are provided as a Source data profile. The median line of the box plot represents the median, and the top and bottom of the box represent the upper and lower quartile, respectively.

We detected the interaction between EHMT1 and EZH proteins by Co-immunoprecipitation (Co-IP) in cells co-expressing the two proteins (EHMT1 and EZH1 or EHMT1 and EZH2), confirming that EHMT1 does interact with PRC2-EZH1 and/or PRC2-EZH2 (Fig. 6b). Then we examined whether the SET domain of EHMT1 was required for de novo H3K27me2 in mouse zygotes. Through Co-IP experiments, we found that EHMT1_△ SET_ could still interplay with EZH proteins (Supplementary Fig. 7a). However, in the zygotes of EHMT1_△SET_ (Fig. 6c), EZH2 could not localize to the paternal pronucleus normally (Supplementary Fig. 7b). In addition, there was a virtually complete disappearance of de novo H3K27me2 and H3K27me3 in the paternal pronucleus after EHMT1_△SET_ overexpression (Fig. 6d, e, Supplementary Fig. 7c, d). In addition, in order to further analyze whether the catalytic activity of EHMT1 was necessary for the de novo H3K27me2 in zygotes, we constructed a point mutation EHMT1^C1201A^ (Fig. 6a), which contains the mutant SET-domain (C1201A) showing no enzymatic activity, but it still can form a heterodimeric complex with EHMT2^17^. Consistent with the full-length EHMT1 zygotes, the level of H3K27me2 in the zygotes of EHMT1^C1201A^ increased significantly (Supplementary Fig. 7g, h), while H3K27me3 did not change significantly (Supplementary Fig. 7d, f). Therefore, we suggest that SET domain of EHMT1 rather than its catalytic activity is necessary for de novo H3K27me2 in mouse zygotes.

## Discussion

In mice, the oocyte is fertilized within one hour, and the paternal genome undergoes intense chromosomal reprogramming. During the last few years, intensive researches have shed light on the genomic landscapes of representative epigenetic modifications. However, the establishment and regulation of epigenetic modifications remain poorly understood.

The depletion of *Ezh2* in highly proliferating fetal stem cells resulted in the failure of hematopoiesis and cardiogenesis even in the presence of EZH1^18^, indicating the complementation between EZH1 and EZH2 is cellular context-dependent. It is still not clear how EZH1 and EZH2 coordinate to regulate H3K27 methylation and transcription during development. Consistent with the phenotypic difference between *Ezh2* and *Eed* maternal knockout mice^1–3^, we proved that maternal ablation of EZH2 in zygotes leads to loss of H3K27me3, but not so for H3K27me2. Besides, our study revealed that EZH1 could partially safeguard the function of EZH2 on the establishment of de novo H3K27me2 rather than H3K27me3 in the paternal pronucleus of mouse zygotes. Future studies should address the reason. Previous studies showed that PRC2-EZH1 exhibited an obviously lower HMT activity than that of PRC2–EZH2^5,19,20^. Lee et al.^19^ then showed that automethylation of EZH1 was distinctly weaker compared to that of EHZ2. Our present study revealed that EZH2 is phosphorylated by the cyclin-dependent kinase CDK1 in mouse zygotes. Whether there is a corresponding phosphorylation modification in EZH1 to affect H3K27 methylation and how these two post-translational modifications interact in mouse zygotes are very interesting topics for future study.

A previous study hypothesized H3K27me2 as a substrate for subsequent H3K27me3 formation^21^. However, it remains unclear what is the relationship between H3K27me2 and H3K27me3 in mouse zygotes. In this study, we revealed that H3K27me2 was broadly distributed throughout the genome, which showed distinct features of sequence preference compared with H3K27me3. Meanwhile, our findings clearly documented that H3K27me2 might be an essential prerequisite for the subsequent de novo H3K27me3 modification in the male pronucleus. Notably, the latest report by Samuel demonstrates that some parental-specific early domains coincide with H3K27me3, which are maintained up to the eight-cell stage^22^. Based on our study, there was a transition from EZH2/EED-independent H3K27me2 to EZH2/EED-dependent H3K27me2 during preimplantation development. Future investigations of H3K27 methylation during pre-implantation will likely elucidate the accurate time undergoing this switch and the mechanisms controlling this important physiological event through optimized technologies. Furthermore, future studies need to address whether there is a possible connection between these two switches.

Another interesting aspect of our study is that only EHMT1 but not EHMT2 participates in the regulation of H3K27me2 in mouse zygotes. It was shown that the EHMT2/EHMT1/WIZ complex can recruit PRC2 (which is responsible for catalyzing H3K27 methylation) to the corresponding site for H3K27 methylation modification in mouse ES cells^14^, suggesting that the EHMT2/EHMT1/WIZ complex may be involved in the regulation of H3K27me2 and H3K27me3 modification in mouse zygotes. WIZ is essential for the stability of the EHMT2/EHMT1 complex. How the genomic regions targeted by PRC2 are methylated remains poorly understood. Our previous results showed that there was no WIZ protein in mouse oocytes and zygotes^23^, which not only suggests that EHMT2 and EHMT1 do not function as complexes in mouse zygotes, but also that H3K27me2 is likely to have a very unique modification pattern and regulatory mechanism in mouse zygotes. Although further studies can address how EHMT1 recruits PRC2 to specific target sites in the genome using other approaches, it is worth noting that EHMT1_△SET_ demonstrated the importance of the SET domain, and EHMT1^C1201A^ point mutant (unable binding cofactor SAM) revealed that the SAM binding site of EHMT1 is not necessary for recruiting PRC2. In addition, UNC0638 and BIX01294 compete with the peptide substrate but not with the cofactor SAM. Kubicek et al.^24^ reported that EHMT1 is capable of catalyzing formation of H3K9me3 in an in vitro methyltransferase assay. Lu et al.^25^ recently reported that EHMT1 catalyzes H4K16me1 in response to DNA damage in an ATM-dependent manner, which suggests EHMT1 has a possible role in regulating H3K27me3 through other functions. Therefore, it remains possible that the effect for H3K27me3 is not through direct modification of H3K27me2 but through other functions of EHMT1, like the H3K9me1, H3K9me2 or H3K9me3. Future studies are needed to place emphasis on this open question to verify our conclusions.

Our work points to distinct mechanisms on the establishment and regulation of de novo H2K27me2 and H2K27me3 in zygotes (Fig. 7), with broad implications for our understanding of epigenetic reprogramming in general.

**Fig. 7:**
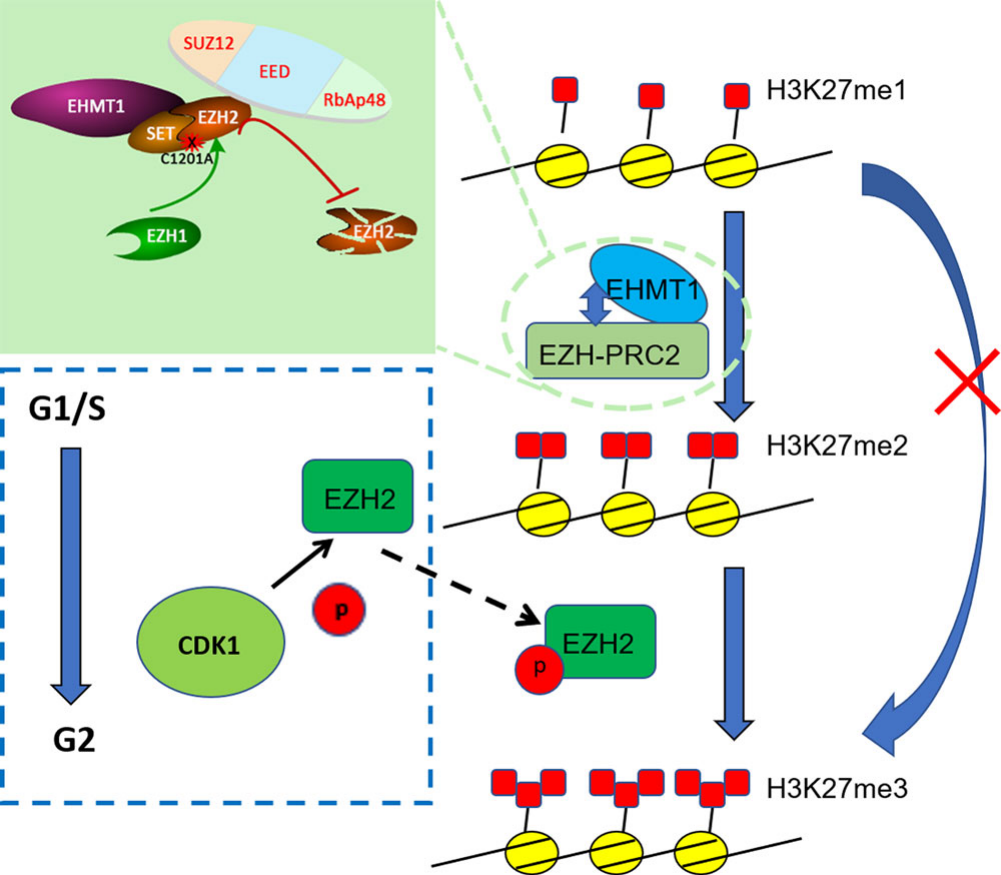
Schematic figure showing possible mechanism of H3K27me2 and H3K27me3 establishment in mouse zygotes. We propose that EHMT1 is a new contributor to the formation of H3K27me2, and H3K27me2 might be a necessary prerequisite for the re-modification of H3K27me3 in the male pronucleus. The SET domain rather than the catalytic activity of EHMT1 is indispensable for de novo H3K27me2 in mouse zygotes. In addition, EZH2 is indispensable for the formation of H3K27me3 in mouse zygotes, and EZH2 is regulated by CDK1 in a cell cycle-dependent manner. However, Ezh1 and EZH2 have a synergistic effect on the establishment of de novo H3K27me2 in the paternal pronucleus of mouse zygote.

## Methods

### Ethics statement

All experiments and methods in this study were conducted in accordance with the guidelines of the Ethics and Experimental Animal Committee of the Institute of Zoology, Chinese Academy of Sciences, China.

### Mice

The oocyte-specific mutant mice with the deletion of *Ezh2* exon 4 were generated by crossing *Ezh2*^*flox/flox*^ mice^16,26^ with transgenic mice expressing *Gdf9* promoter mediated Cre recombinase. The resulting *Ezh2*^*flox/+*^*; Gdf9-Cre*+ male mice were then crossed with female mice homozygous for the *Ezh2* conditional allele, *Ezh2*^*Flox/Flox*^. *Ezh2*^*flox/flox*^*; Gdf9-Cre* female mice were used as the experimental group, while *Ezh2*^*Flox/Flox*^ female mice were used as the control group. For simplicity, they are referred to as *Ezh2* knockout and control mice hereafter. Genotypes were determined by PCR amplification of mouse tail DNA samples (Supplementary Table 2). qRT-PCR and Western blot analyses were used to confirm the complete elimination of *Ezh2* transcript and protein in *Ezh2* KO GV oocytes. Primers used in this paper are listed in supplemental materials. Mice were maintained on a C57Bl/6 J genetic background. Conditional G9a (*G9a*^*fl/fl*^) mice^27^ and conditional Eed (*Eed*^*fl/fl*^) mice^28^ were also used. The mating strategy for maternal knockout of G9a and EED is the same as that of EZH2. Mice were housed in controlled environmental conditions with 12-h alternating light/dark cycles, with the temperature controlled at 23~25 °C, the humidity controlled at 40~65%, and free access to water and food supplies, as approved by the ethics committee for animal care of the Institute of Zoology, Chinese Academy of Sciences.

### Collection and in vitro maturation of oocytes

Fully grown GV stage oocytes were physically isolated from ovaries of 6- to 8-week-old female ICR mice in pre-warmed M2 culture medium (Sigma) supplemented with 200 μM of 3-isobutyl-1-methylxanthine (IBMX, Sigma) to prevent them from undergoing GVBD. Following specific experimental treatment, oocytes were washed thoroughly, and cultured in pre-warmed M2 medium to different stages.

### In vitro fertilization

Six- to eight-week-old mice were superovulated by injecting 5 IU pregnant mare serum gonadotropin (PMSG) and 5 IU human chorionic gonadotropin (HCG) after 48 h. Superovulated metaphase II-arrested (M II) oocytes were harvested from the ampullae of the oviducts in human tubal fluid (HTF) medium at 14 h post-HCG. The oocytes were inseminated with capacitated spermatozoa, which were collected from the caudal epididymis of 10-week old ICR males, followed by incubation in HTF medium for 30 min at 37 °C in an atmosphere of 5% CO_2_. Three hours later, cumulus cells were dispersed by sperm, and zygotes (1-cell embryos) were thoroughly washed and transferred in KSOM medium.

### Collection and in vitro development of early embryos

To synchronize in vitro embryo development, zygotes and cleavage stage embryos were collected at the indicated hours: PN5 zygotes were collected at 27 h post-hCG injection, 2-, 4-, 8-cell embryos, and blastocysts were harvested at 48, 60, 72, 120 h post hCG injection.

### Construction of plasmids for *Ehmt1* and in vitro transcription of mRNA

For the production of mRNAs, *Ehmt1* full-length, *Ehmt1*_*△SET,*_ and *Ehmt1*^*C1201A*^ sequences were cloned to the pCS2+ vector, including 6 × myc epitopic tags. Coding sequences were PCR-amplified from the constructed plasmids with primers containing the T7 promoters, and the DNA products were used as templates to generate mRNA with mMESSAGE mMACHINE T7 Transcription Kit (Ambion; Am1344). Poly (A) Tailing Kit (Ambion) was used for the production of capped and tailed mRNA. All mRNA products were purified by the RNeasy Mini Kit (Qiagen) according to the provided protocol. The concentration of *Ehmt1* full-length and SET-delete mRNA was determined with Nanodrop Spectrophotometer and then diluted to a final concentration of 1 μg/μL for mRNA over-expression experiments.

### Cytoplasmic injection of siRNA, antibodies or mRNA

For *Ezh1* knockdown in mouse oocytes, *Ezh1* stealth siRNA 5′–3′ (synthesized by Thermo fisher) (Supplementary Table 3) was diluted to a final concentration of 20 μM. The same amount of scrambled siRNA was used as control. Each oocyte was microinjected with 10 pg of siRNA. All siRNAs were diluted with nuclease-free water (Invitrogen) and stored in −20 °C. The final concentration of oligonucleotides was 20 μM. After microinjection, the GV oocytes were arrested in M2 medium containing 200 μM IBMX for 24 h for the depletion of *Ezh1* transcript. To conduct the following ICSI experiments, microinjected GV oocytes were inhibited for 12 h, and then washed in IBMX-free M2 medium for at least four times to thoroughly remove the inhibitor, and then cultured for 12 h following intracytoplasmic sperm injection (ICSI). Zygotes were collected and cultured in KSOM medium to different developmental stages.

For antibody microinjection, rabbit anti-Ezh1 (Abcam, ab176115) antibody was microinjected into cytoplasm of in vitro zygotes at 2~4 h. The boiled antibody was used as a negative control.

For zygote mRNA overexpression, 1 μg/μL mRNA solution was microinjected into the cytoplasm of PN2 stage zygotes. Microinjected zygotes were cultured in M2 medium and collected at the PN5 stage for specific experiments. For GV oocyte mRNA overexpression, mRNA was microinjected into the cytoplasm of fully grown GV oocytes in M2 medium containing 200 μM IBMX, and cultured for 4 h followed by immunofluorescence.

### Antibodies and peptide

The following primary antibodies were used, respectively: Mouse anti-Ezh2 antibody (BD Bioscience; 1:200), rabbit anti-Ezh1 antibody (Abcam; ab176115), rabbit anti-EHMT1 antibody (Abcam; ab41969), rabbit anti-H3K27me2 antibody (for IF, Cell Signaling, 9728S), another rabbit anti-H3K27me2 antibody (for IF, Mybiosource, MBS126234), rabbit anti-H3K27me3 antibody (for IF, Cell Signaling, 9733S), antibodies were diluted by 1% BSA/PBS. anti-H3K27me2 (for ULI-NChIP, Actif Motif; 61435). H3K27me2 peptide (Diagenode, C16000046-50) Accordingly, the following secondary antibodies were used: goat anti-mouse IgG(H + L) Alexa Fluor 488 (Invitrogen; A-11001; 1:1000); goat anti-rabbit IgG(H + L) Alexa Fluor 488 (Invitrogen; A-11008; 1:1000); goat anti-mouse IgG(H + L) Alexa Fluor 594 (Invitrogen; R37121; 1:1000); goat anti-rabbit IgG(H + L) Alexa Fluor 594 (Invitrogen; A-11012; 1:1000). Antibodies were diluted by 1% BSA/PBS. Each experiment was repeated at least three times.

### Inhibitor treatment

Inhibitors were prepared as 50 mM stock solutions in DMSO and stored at −20 °C. Zygotes were collected and transferred into KSOM medium containing BIX 01294 (5 μM, Sigma, B9311), unc0638 (10 μM, Sigma, U4885) and Roscovitine (ROS, 200 μM, Sigma, R7772). Zygotes cultured in KSOM medium containing equivalent DMSO were used as control.

### Western blot

Western blot analysis of GV oocytes or early embryos was performed using standard procedures. In brief, a total of 150 GV oocytes or early embryos were collected and boiled in sodium dodecyl sulfate (SDS) sample buffer for 5 min. The boiled proteins were separated by SDS-PAGE and then electrically transferred to PVDF membranes. The blots were probed with respective primary antibodies at an appropriate dilution by overnight incubation at 4 °C, followed by 1-h incubation with appropriate HRP-conjugated secondary antibodies at room temperature.

### Immunofluorescence and imaging

Oocytes and embryos were washed in M2 medium and fixed in 4% paraformaldehyde in PBS for 30 min, permeabilized for 20 min in 0.1% Triton X-100 in PBS, and then blocked in PBS containing 1 mg/ml BSA(PBS/BSA) for 1 h at room temperature. After blocking, the cells were stained with respective primary antibodies overnight at 4 °C. After washing three times with PBS/BSA, the cells were incubated for 1 h with specific fluorescent secondary antibodies at room temperature, followed by incubation with Hoechst 33342 for 20 min. These cells were mounted on glass slides and examined with a Zeiss LSM 780 confocal laser-scanning microscope.

### ULI-NChIP-seq library generation and sequencing

A step-by-step protocol describing the differentiation protocol can be found at Protocol Exchange^29^. For H3K27me2 ULI-NChIP, 300 zygotes without polar body were collected in Nuclei Extraction Buffer directly and sheared by micrococcal nuclease (MNase) at 25 °C for 5 min. Then the samples were incubated with H3K27me2 antibody overnight under constant rotation on a rotator at 4 °C. The next day, 10 µl Dyna beads Protein A (Thermo Fisher Scientific) was added to each sample and incubated 2 h up to overnight at 4 °C. Subsequently, the beads were washed twice with low salt washing buffer, twice high salt washing buffer. For each sample, 100 µl elution buffer was added to resuspend beads and incubated at 65 °C for 2 h to elute DNA from the beads. The DNA was purified by phenol:chloroform:isoamyl alcohol method. The sample was centrifugated at 13,000 × *g* at room temperature, the supernatant was transferred to a new 1.5 ml tube, followed by the addition of 3 M NaOAc and LPA (Roche No. 10901393001, and finally ice-cold 100% EtOH was added. The above was mixed well by vertex, and the tube was put at −20 °C to precipitate for 30 min up to overnight; the DNA was centrifugated at 13,000 × *g* for 30 min at 4 °C, the supernatant was removed, and 70% EtOH was finally added. The tube was kept for 5 min to allow the salt to dissolve, centrifuged at 13,000 × *g* for 5 min at 4 °C to attach the pellet to the bottom, and the EtOH was removed to let the pellet dry at room temperature. Finally, 30 µl DNA elution buffer was added. Then samples were subjected to the ULI- NChIP library preparation. ULI-NChIP library was generated using the KAPA Hyper Prep Kit according to the manufacturer’s protocol. Paired-end 150-bp sequencing was performed on a HiSeq2500.

### ULI-NChIP-seq analysis

The raw reads were processed by Trimmomatic (version 0.38) to cut adapters and to trim low-quality reads with the minimal length 90 bp and minimal quality of bases 20. Clean reads were mapped to the mouse mm10 genome by Bowtie2 with parameters as described previously and the default parameters in zygotes and MII ChIP-sequencing data, respectively. High-quality unique mapping was performed by Samtools with MAPQ more than 30 and self-coded Perl scripts. The duplication reads were removed by Picard to obtain the non-redundant reads. SNP split was utilized to split the maternal and paternal reads alignment with the allele-specific C57BL6 and PWK mm10 genome. SICER was utilized to call peaks (windows 200, Gap 600, *q* value 1e−5) with SICER.sh module and the differential peaks were found with SICER-df.sh module^30^. The peaks filtered by length more than 1000 bp and fold change more than 5 were annotated by Chip Seeker for gene category analysis and Cluster profiler for gene function annotation such as KEGG and GO analysis. The depth and coverage of ChIP-sequencing data were calculated by Bed tools with the 5 kb windows and self-coded python scripts, respectively, which were visualized by ggpubr and ggplot packages in R with the Wilcoxon rank test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The generated and analyzed datasets in the current study are available in the Gene Expression Omnibus with an accession number GSE134592. The processing codes are following the documentations of each software, and all other relevant materials are available on request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: PRC2 and EHMT1 regulate H3K27me2 and H3K27me3 establishment across the zygote genome
**Source:** Nat Commun. 2020 Dec 11;11:6354. doi: 10.1038/s41467-020-20242-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information for

### **PRC2 and EHMT1 regulate H3K27me2 and H3K27me3 establishment across the zygote genome (Meng et al.)**

Includes:

Supplementary Figure. 1-7

Supplementary Table. 1-3

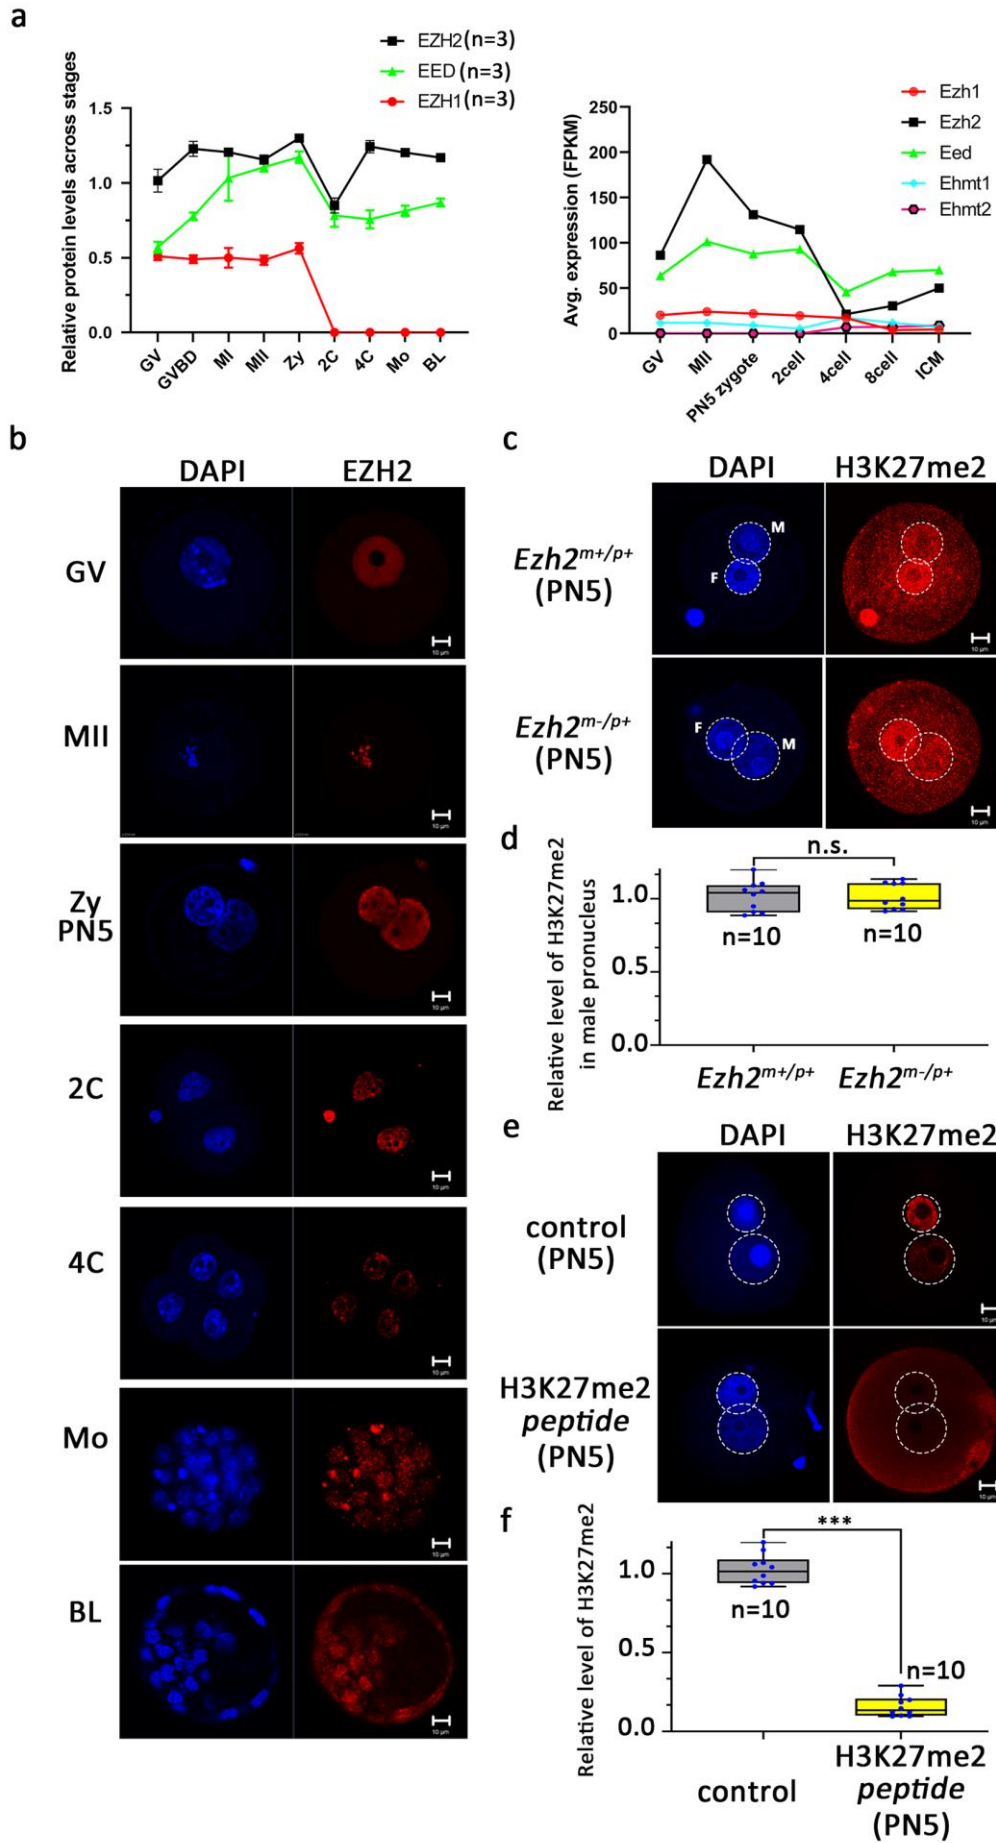

**Supplementary figure 1. The expression pattern of several genes and H3K27me2 antibody specificity.** (a) Left: Quantitated the levels of related proteins. n=3 biologically independent experiments. Error bars, mean±S.E.M.; Right: Average expression of genes during oocyte maturation and early embryonic development Analysis is based on RNA-seq data from Zhang et al.<sup>1</sup> (b) Immunostaining for EZH2 during oocyte maturation and early embryonic development. Zy PN5: PN5 stage zygote. 2C: 2-cell stage. 4C: 4-cell stage. Mo: Morula. BL: Blastocyst. Scale bar, 10  $\mu$ m. (c) The H3K27me2 state of zygotes at 13h of IVF after maternal loss of EZH2. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10  $\mu$ m. (d) Relative fluorescence intensity of H3K27me2 in PN5 stage *Ezh2*<sup>m+/p+</sup> and *Ezh2*<sup>m-/p+</sup> zygote pronucleus. Error bars, S.E.M. n.s. represents nonsignificant difference.  $P > 0.7637$  by two-tailed Student's t tests. (e) The H3K27me2 state of zygotes at 13h of IVF after H3K27me2 peptide microinjection. Scale bar, 10  $\mu$ m. (f) Relative fluorescence intensity of H3K27me2 in PN5 stage zygote pronucleus after H3K27me2 peptide microinjection. Error bars, S.E.M. \*\*\* $P < 4.66711E-15$  by two-tailed Student's t tests. The median line of box plot represents the median, and the top and bottom of the box represent the upper and lower quartile, respectively.

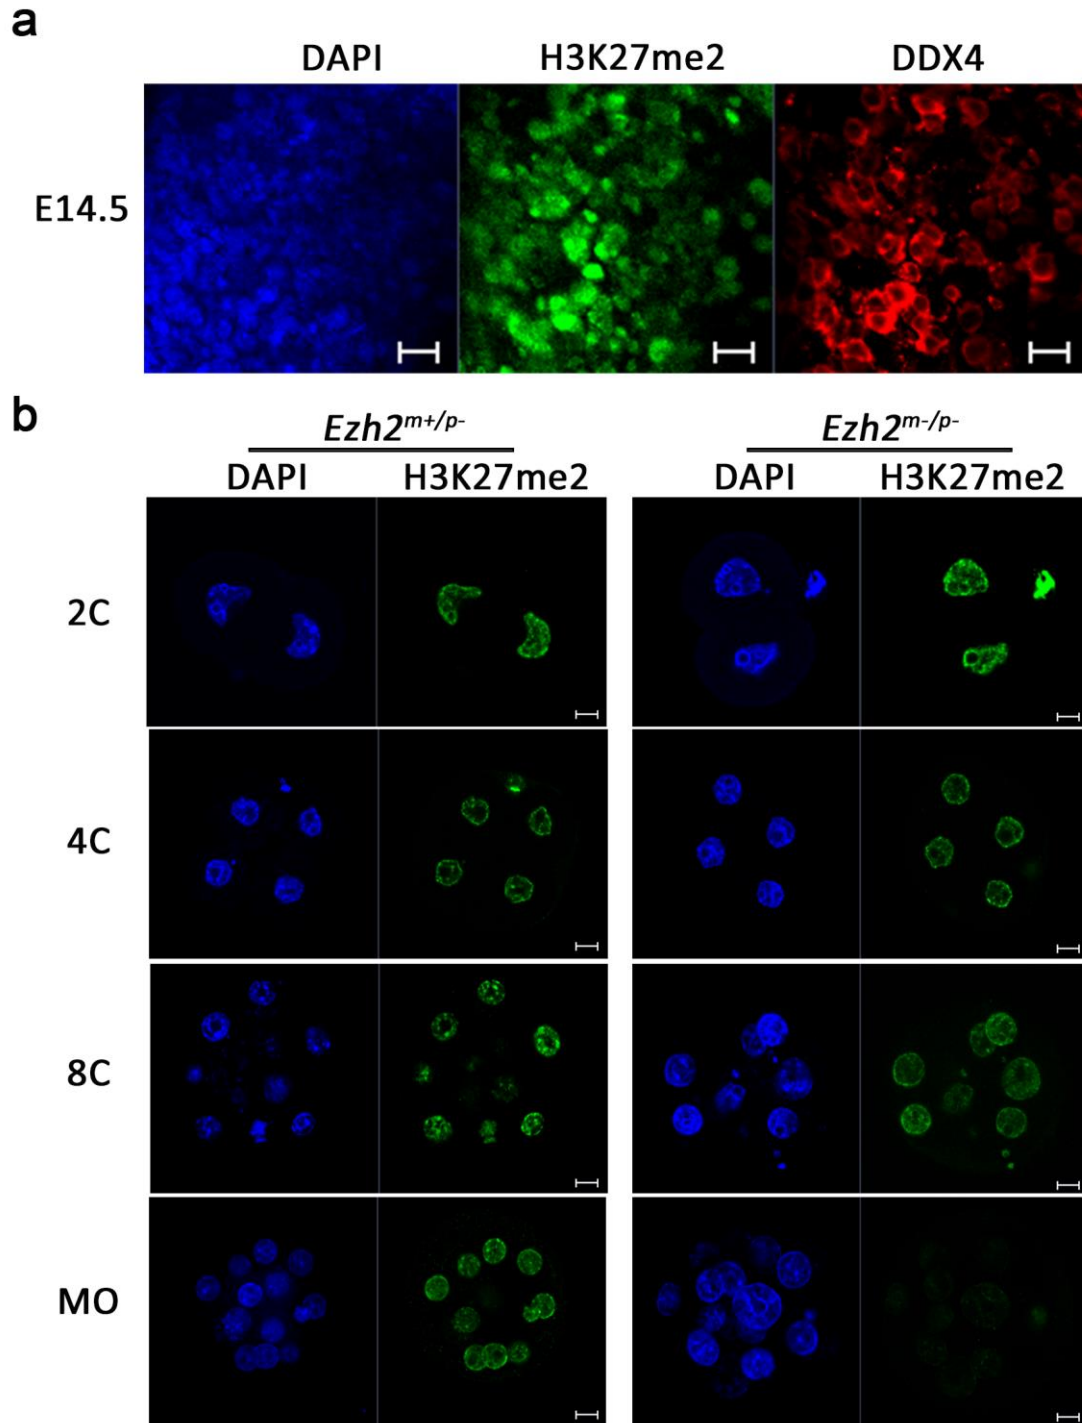

**Supplementary figure 2. Immunostaining for H3K27me2 in E14.5 ovary germ cells and *Ezh2<sup>m-/p-</sup>* embryos.** (a) Immunostaining for H3K27me2 in E14.5 ovary germ cells. Scale bar, 10  $\mu$ m. (b) The H3K27me2 state in *Ezh2<sup>m+/p-</sup>* embryos and *Ezh2<sup>m-/p-</sup>* embryos from two-cell stage to morula stage. 2C: 2-cell stage. 4C: 4-cell stage. Mo: Morula. BL: Blastocyst. Scale bar, 10  $\mu$ m.

**a**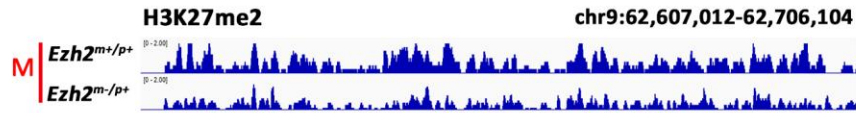**b**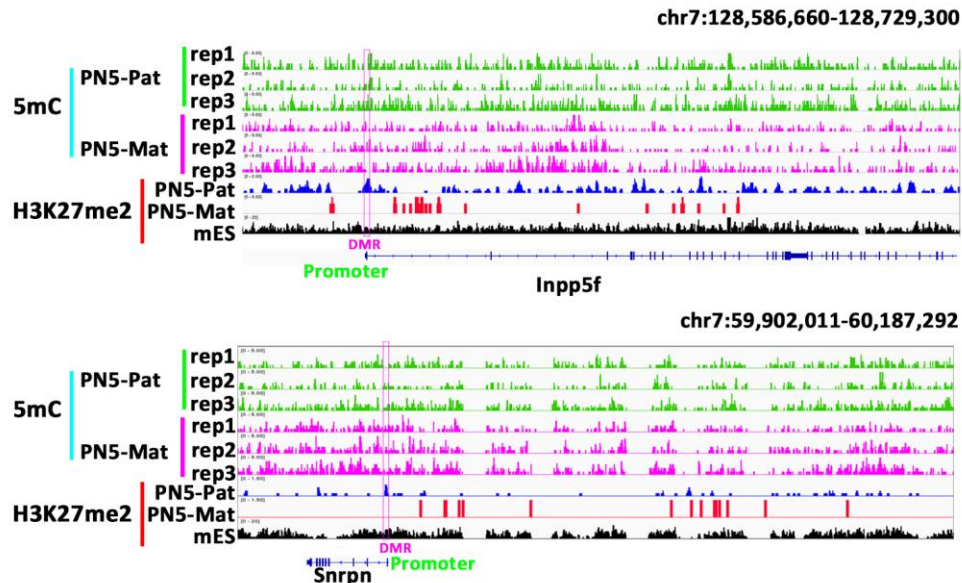**c**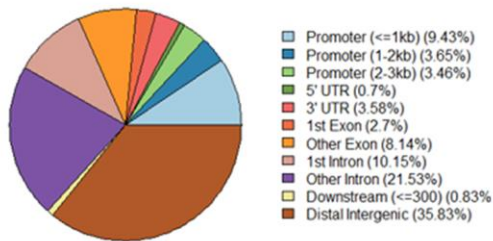**d**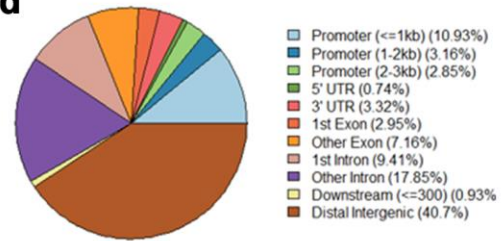**e**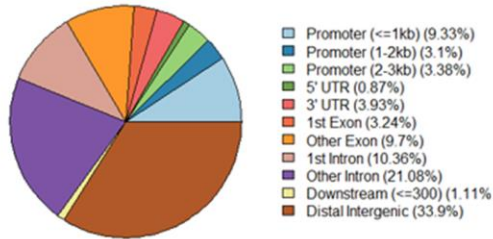**f**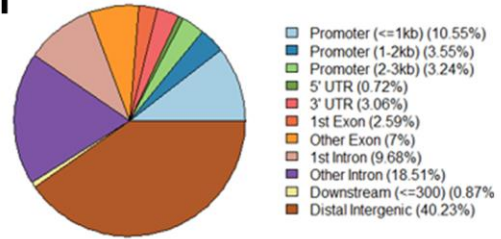**g**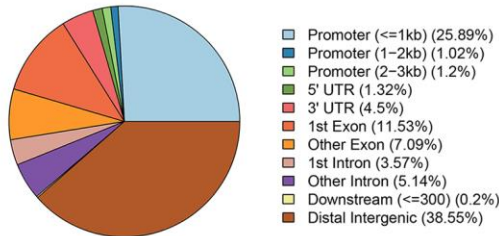**h**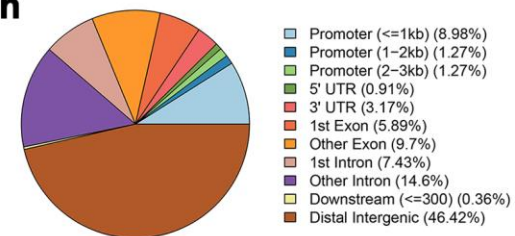

**Supplementary figure 3. Genome-wide profiling of H3K27me2 in mouse zygotes.**

(a) The UCSC genome browser view showing allelic H3K27me2 enrichment in maternal genome of PN5 stage zygote. M, maternal. (b) The UCSC genome browser view showing H3K27me2 and 5mC signals in parental genome of PN5 stage zygote and mESC near imprinting genes *Inpp5f* and *Snrpn*. Pat, paternal. M, maternal. (c) The distribution of H3K27me2 in *Ezh2*<sup>m+/p+</sup> maternal genomes. (d) The distribution of H3K27me2 in *Ezh2*<sup>m+/p+</sup> paternal genomes. (e) The distribution of H3K27me2 in *Ezh2*<sup>m-/p+</sup> maternal genomes. (f) The distribution of H3K27me2 in *Ezh2*<sup>m-/p+</sup> paternal genomes. (g) The distribution of H3K27me3 in maternal genomes. (h) The distribution of H3K27me3 in paternal genomes. Shown is STAR ChIP-seq data from Zheng et al.<sup>1</sup>

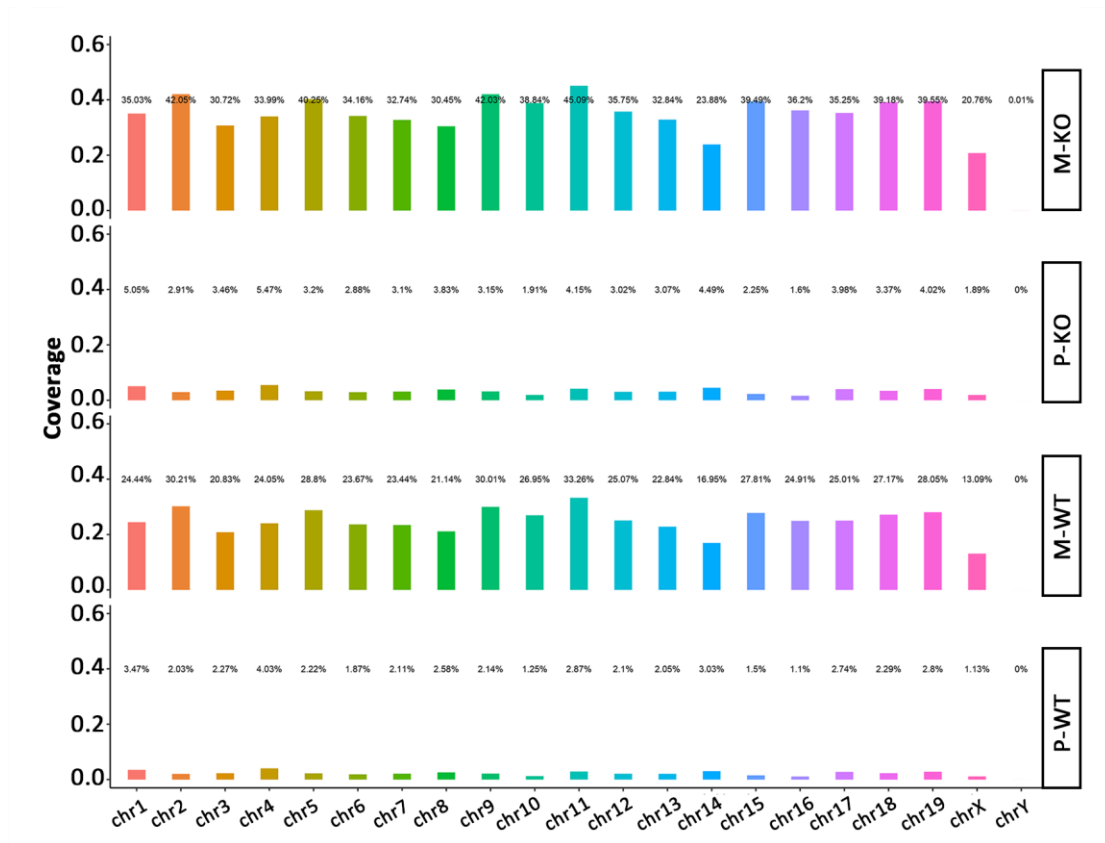

**Supplementary figure 4. The level of de novo H3K27me2 in the paternal pronucleus and in the maternal pronucleus.** The coverage of H3K27me2 in *Ezh2*<sup>m-/p+</sup> and *Ezh2*<sup>m+/p+</sup> parental genomes.

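Supplementary Fig. 4 shows the fraction of each chromosome that reads of each parental genome cover, and the deposited coverage table gives these fractions. In Ezh2m+/p+ zygotes, maternal coverage ranged from 13.1% on chromosome X to 33.3% on chromosome 11, and paternal coverage was lowest on chromosome 16 and reached 4.03% on chromosome 4. In Ezh2m-/p+ zygotes the ranges ran between the same chromosomes, from 20.8% to 45.1% for the maternal and from 1.60% to 5.47% for the paternal genome. Chromosome X had 0.523 times the median autosomal coverage in the maternal and 0.507 times in the paternal genome of Ezh2m+/p+ zygotes, and 0.581 and 0.591 times in Ezh2m-/p+ zygotes. The paper does not give the sex of the zygotes. Male zygotes hold no paternal chromosome X, so the maternal and paternal values cannot be compared directly. Coverage of chromosome Y was at most 0.00743% in the 4 groups.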

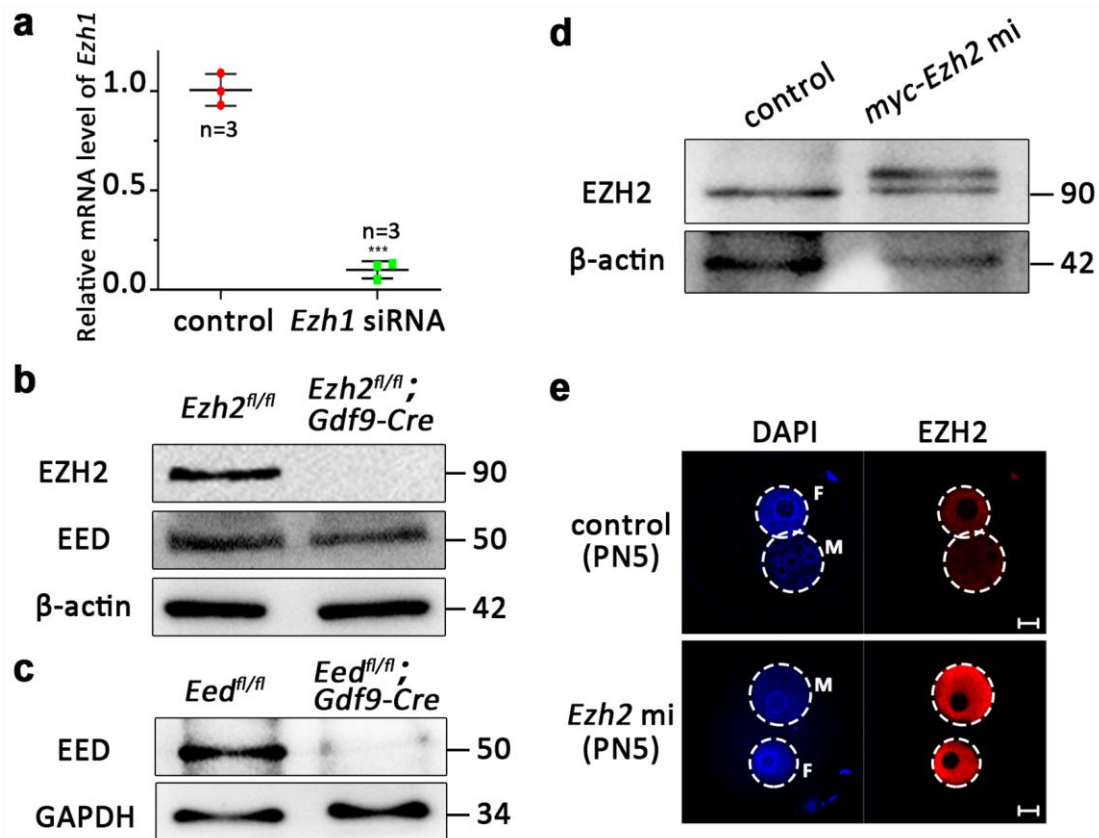

**Supplementary figure 5. Analysis of knockout efficiency and overexpression of several genes.** (a) Relative expression of *ezh1* after *ezh1* siRNA treatment in oocytes. Error bars, S.E.M. \*\*\* $P < 6.82313E-05$  by two-tailed Student's *t* tests. The median line of box plot represents the median, and the top and bottom of the box represent the upper and lower quartile, respectively. (b) The expression of EZH2 and EED in zygotes lack of maternal EZH2. (c) The expression of EED in GV oocytes after maternal deletion of EED. (d&e) Immunostaining for EZH2 in PN5 stage zygote after *Ezh2* mRNA microinjection. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10  $\mu$ m.

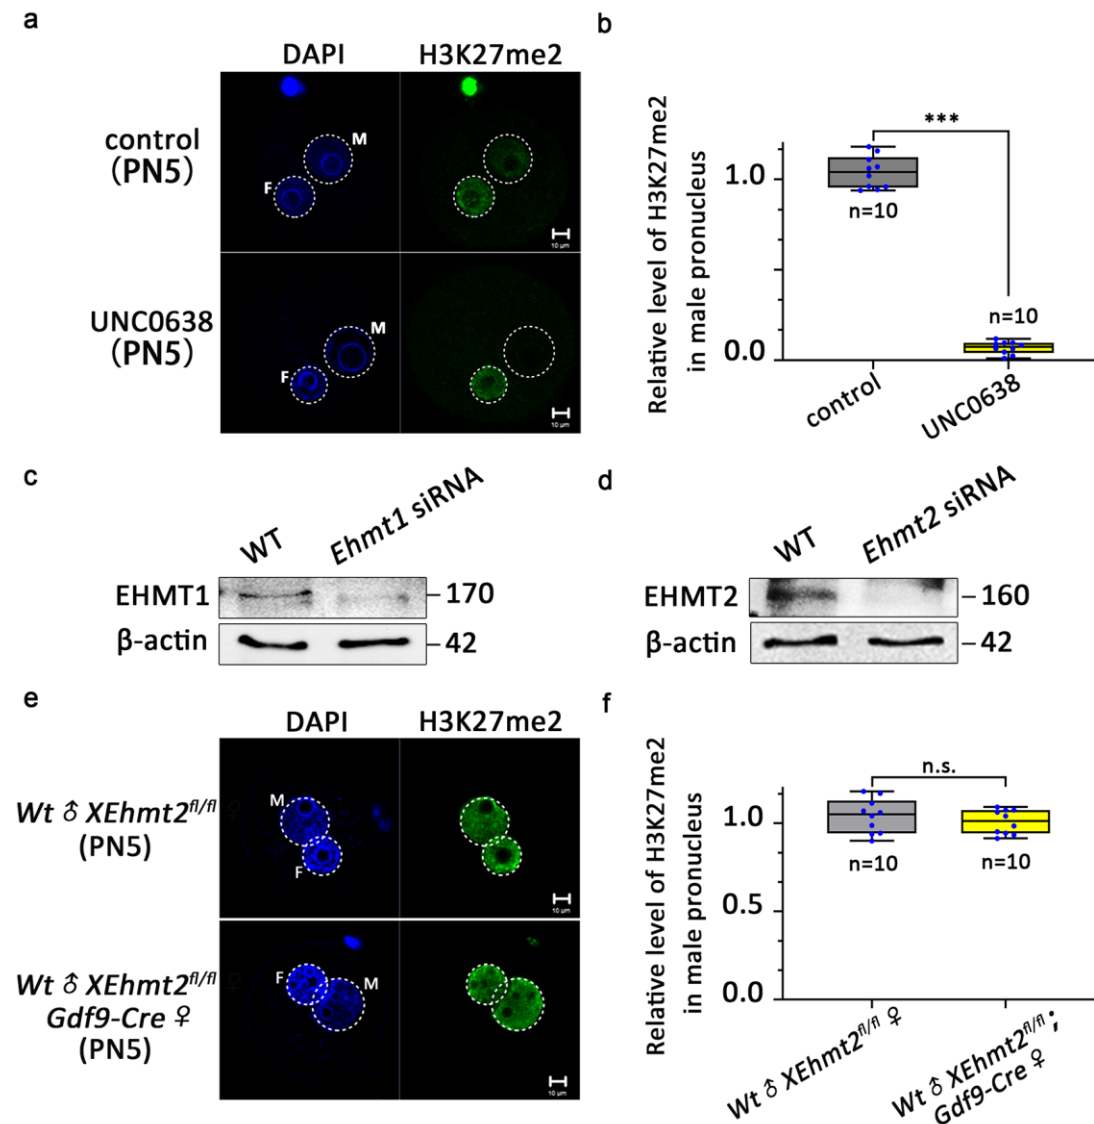

**Supplementary figure 6. EHMT1 rather than EHMT2 is involved in de novo H3K27me2 in the paternal pronucleus of mouse zygote.** (a) Immunostaining for H3K27me2 in PN5 stage zygote after UNC0638 treatment. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10  $\mu$ m. (b) Relative fluorescence intensity of H3K27me2 in PN5 stage zygote pronucleus after UNC0638 treatment. Error bars, S.E.M. \*\*\* $P < 2.59128 \times 10^{-17}$  by two-tailed Student's *t* tests. (c) The expression of EHMT1 in zygotes after Ehmt1 siRNA microinjection. (d) The expression of EHMT2 in zygotes after Ehmt2 siRNA microinjection. (e) Immunostaining for H3K27me2 in PN5 stage zygote after maternal loss of Ehmt2. M indicates male pronucleus and F indicates female pronucleus in zygote. Scale bar, 10  $\mu$ m. (f) Relative fluorescence intensity of H3K27me2 in PN5 stage zygote pronucleus after maternal loss of Ehmt2. Error bars, S.E.M. n.s. represents nonsignificant difference.  $P > 0.3860$  by two-tailed Student's *t* tests. The median line of box plot represents the median, and the top and bottom of the box represent the upper and lower quartile, respectively.

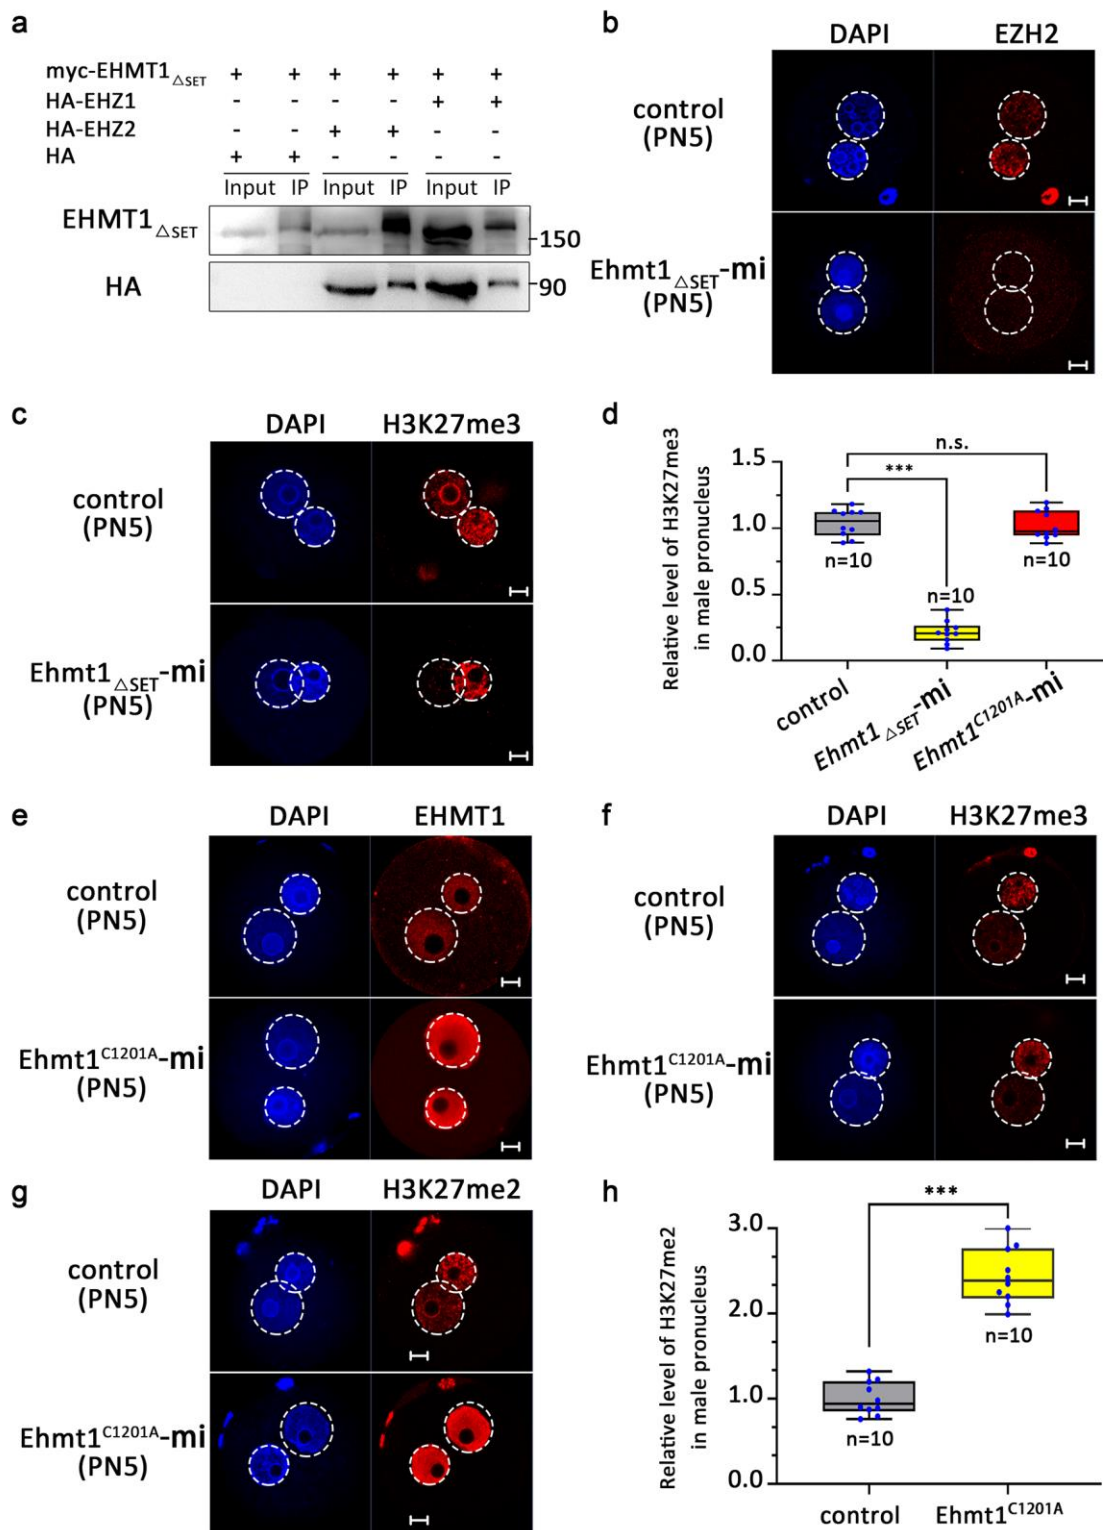

**Supplementary figure 7. EHMT1 function investigation.** (a) Interaction of EHMT1 $\Delta$ SET with EZH1 and EZH2 proteins were examined by Co-IP. EHMT1 $\Delta$ SET -myc was co-transfected into HEK293T cells with EZH1-HA, EZH2-HA or HA-Vector, respectively. Anti-MYC was used to precipitate EHMT1 $\Delta$ SET and associated proteins. Immunoblots were probed with EHMT1 and HA antibodies to detect the pull-down proteins (EZH1, EZH2) and EHMT1 $\Delta$ SET, respectively. (b) Immunostaining for EZH2 in PN5 stage zygote after Ehmt1 $\Delta$ SET mRNA microinjection. Scale bar, 10  $\mu$ m. (c) Immunostaining for H3K27me3 in PN5 stage zygote after Ehmt1 $\Delta$ SET mRNA microinjection. Scale bar, 10  $\mu$ m. (d) Relative fluorescence intensity of H3K27me3 in male pronucleus of PN5 stage zygote after Ehmt1 $\Delta$ SET (in C) and Ehmt1C1201A (in F) mRNA microinjection. Error bars, S.E.M. \*\*\*P < 1.6995E-13. n.s. represents nonsignificant difference. P > 0.7442 by two-tailed Student's t tests. (e) Immunostaining for EHMT1 in PN5 stage zygote after Ehmt1C1201A mRNA microinjection. Scale bar, 10  $\mu$ m. (f) Immunostaining for H3K27me3 in PN5 stage zygote after Ehmt1C1201A mRNA microinjection. Scale bar, 10  $\mu$ m. (g) Immunostaining for H3K27me2 in PN5 stage zygote after Ehmt1C1201A mRNA microinjection. Scale bar, 10  $\mu$ m. (h) Relative fluorescence intensity of H3K27me2 in male pronucleus of PN5 stage zygote after Ehmt1C1201A (in G) mRNA microinjection. Error bars, S.E.M. \*\*\*P < 6.07641E-10 by two-tailed Student's t tests. The median line of box plot represents the median, and the top and bottom of the box represent the upper and lower quartile, respectively.

**Supplementary Table 1. Breeding assay of *Eed<sup>fl/fl</sup>* and *Eed<sup>fl/fl</sup>;Gdf9-Cre* female mice (n=5)**

| Genotype of female                   | pups per litter (mean±SEM) |
|--------------------------------------|----------------------------|
| <i>Eed<sup>fl/fl</sup></i>           | 8.000 ± 0.3568             |
| <i>Eed<sup>fl/fl</sup>; Gdf9-Cre</i> | 3.182 ± 0.2960             |

**Supplementary Table 2. Primers used for PCR**

| primer                    | sequence (5'-3')             |
|---------------------------|------------------------------|
| <i>Ezh2</i> flox forward  | CATGTGCAGCTTTCTGTTCA         |
| <i>Ezh2</i> flox reverse  | CACAGCCTTTCTGCTCACTG         |
| <i>Eed</i> flox forward   | TGGAGAGGTGGCTGAGAGTT         |
| <i>Eed</i> flox reverse   | TCCTTCTCTCCCCCAAATTC         |
| <i>Ezh1</i> -qF           | AATATGGGAGCAAAGGCTCTGTATGTG  |
| <i>Ezh1</i> -qR           | CACGAAGTTTCTTCCACTCTTCATTGAG |
| <i>Gdf9</i> -Cre-F        | AGGCATGCTTGAGGTCTGAT         |
| <i>Gdf9</i> -Cre-R        | CACAGTCAGCAGGTTGGAGA         |
| <i>Ehmt2</i> flox forward | GCTGAGGGAACAGACCCATAACTTT    |
| <i>Ehmt2</i> flox reverse | GCATGTCATCACTCATGCGGAAATG    |
| Ehmt1-qF                  | CAGATGGAGAAACAAATGGGTCT      |
| Ehmt1-qR                  | TTTGCTTCCCCACTTCTGTGT        |
| Ehmt2-qF                  | TGGGAACTTGGAAATGGTCAG        |
| Ehmt2-qR                  | GGGTCAGCAGCATACGAATCAC       |

**Supplementary Table 3. siRNA sequence for RNAi**

| siRNA                  | sequence (5'-3')          |
|------------------------|---------------------------|
| Ezh1 siRNA#1 sense     | GGACUGUAAGGUGGUGUCUUGCAAA |
| Ezh1 siRNA#1 antisense | UUUGCAAGACACCACCUUACAGUCC |
| Ezh1 siRNA#2sense      | CCAUUGCGUCCAUGUUUCCUGAGAA |
| Ezh1 siRNA#2 antisense | UUCUCAGGAAACAUGGACGCAAUGG |
| Ehmt1 siRNA sense      | UGGAGCUGAGCAAGCGGCUGCAUUU |
| Ehmt1 siRNA antisense  | AAAUGCAGCCGCUUGCUCAGCUCCA |
| Ehmt2 siRNA sense      | ACAAGCACAUCGAUGUGAUUCGUAU |
| Ehmt2 siRNA antisense  | AUACGAAUCACAUCGAUGUGCUUGU |

**Reference:**

1. Zheng, H. *et al.* Resetting Epigenetic Memory by Reprogramming of Histone Modifications in Mammals. *Mol Cell* **63**, 1066-79 (2016).

# Supplementary material for: PRC2 and EHMT1 regulate H3K27me2 and H3K27me3 establishment across the zygote genome
**Source:** Nat Commun. 2020 Dec 11;11:6354. doi: 10.1038/s41467-020-20242-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

ULI-NChIP library was generated using the KAPA Hyper Prep Kit (KK8504) according to the manufacturer's protocol. Paired-end 150-bp sequencing was performed on a HiSeq2500. No software was used in this analysis.

Data analysis

High quality unique mapping was performed by Samtools (version 1.6) with MAPQ more than 30 and self-coded Perl scripts. The duplication reads were removed by Picard (version 2.0.1) to obtain the non-redundant reads. SNP split was utilized to split the maternal and paternal reads alignment with the allele-specific C57BL6 and PWK mm10 genome (built-in SNPsplit). SICER was utilized to call peaks (windows 200, Gap 600, q value 1e-5) with SICER.sh module and the differential peaks were found with SICER-df.sh module<sup>32</sup>. The peaks filtered by length more than 1000bp and fold change more than 5 were annotated by Chip Seeker for gene category analysis and Cluster profiler for gene function annotation such as KEGG and GO analysis. The depth and coverage of ChIP sequencing data were calculated by Bed tools with the 5kb windows and self-coded python scripts, respectively, which were visualized by ggpubr and ggplot packages in R with the Wilcoxon rank test.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

GEO accession GSE134592 Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134592> Enter token clmlqykddwrfud into the box

Figure 1K&amp;L Figure S3 Figure S4

The ULI-NChIP data are released on July, 2020.

The processing codes are following the documentations of each software, and all other relevant materials are available on request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For ULI-NChIP library, 300 zygotes were collected for each group. Determined by counting under the microscope                                                                                                                                                                                                                                                                                                                                                                                                             |
| Data exclusions | The raw reads were processed by Trimmomatic (version 0.38) to cut adapters and to trim low quality reads with the minimal length 90bp and minimal quality of bases 20. Clean reads were mapped to the mouse mm10 genome by Bowtie2 with parameters as described previously and the default parameters in zygotes and MII ChIP sequencing data, respectively.                                                                                                                                                              |
| Replication     | The raw reads were processed by Trimmomatic (version 0.38) to cut adapters and to trim low quality reads with the minimal length 90bp and minimal quality of bases 20. Clean reads were mapped to the mouse mm10 genome by Bowtie2 with parameters as described previously and the default parameters in zygotes and MII ChIP sequencing data, respectively. For experiments other than ULI-NChIP, all experimental results have been conducted at least three independent experiments using different batches of samples |
| Randomization   | Repeat three times at least for experiment. Samples for each experiment are collected randomly and independently.                                                                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | No, the conditional knockout mice have been genotyped by PCR. For experiments other than those involving conditional knockout mice, the relevant experimental results were verified and confirmed by independent experiments by X.S. Ma, T.G. Meng and Q. Zhou.                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Mouse anti-Ezh2 antibody (BD Bioscience; 1:200), rabbit anti-Ezh1 antibody (Abcam; ab176115), rabbit anti-EHMT1 antibody (Abcam; ab41969; 1:100), rabbit anti-H3K27me2 antibody (Cell Signaling, 9728S; 1:200; lot NO:0011), rabbit anti-H3K27me3 antibody (Cell Signaling, 9733S; 1:200; lot NO:0008). anti-H3K27me2 (for ULI-NChIP, Actif Motif; 61435). Accordingly, the following secondary antibodies were used: Goat anti-mouse IgG(H+L) Alexa Fluor 488 (Invitrogen; A-11001; 1:1000); goat anti-rabbit IgG(H+L) Alexa Fluor 488 (Invitrogen; A-11008; 1:1000); Goat anti-mouse IgG(H+L) Alexa Fluor 594 (Invitrogen; R37121; 1:1000); goat anti-rabbit IgG(H+L) Alexa Fluor 594 (Invitrogen; A-11012; 1:1000)<br>We have also stated the dilutions used for the antibodies. |
| Validation      | Each primary antibody was confirmed, each experiment was repeated at least three times.<br>All the antibodies are from commercial source and have been validated by the vendors and their validation data are available on the manufacturers' website (BD Bioscience, Abcam, Cell Signaling, Actif Motif, Invitrogen).                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Conditional Ezh2Flox/Flox. Ezh2flox/flox;Gdf9-Cre female mice are used in our study. These mice are maintained on a C57BL/6J genetic background at the age of 6 week at least. The mating strategy for maternal knockout of G9a and EED is the same as that of EZH2.<br>6 weeks old ICR mice, also called CD-1 mice, were used in the experiment, which were all purchased fromSPF ( Beijing ) Biotechnology.Co.,Ltd.<br>We also provide information on housing conditions for the mice, describing ambient temperature and humidity in the manuscript |
| Wild animals            | No wild animals were used in the study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | Mice have free access to water and food supplies, as approved by the ethics committee for animal care of the Institute of Zoology, Chinese Academy of Sciences.                                                                                                                                                                                                                                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.* <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134592> Enter token clmlqyckddwrfud into the box

Files in database submission

EZH2m+p+ chip.genome1-W200-G600-FDR1e-5-islandfiltered-normalized  
 EZH2m+p+ chip.genome2-W200-G600-FDR1e-5-islandfiltered-normalized  
 EZH2m-p+ chip.genome1-W200-G600-FDR1e-5-islandfiltered-normalized  
 EZH2m-p+ chip.genome2-W200-G600-FDR1e-5-islandfiltered-normalized  
 depth  
 H3K27me2\_ZygoteEZH2\_Maternal  
 H3K27me2\_ZygoteEZH2\_Paternal  
 H3K27me2\_ZygoteWT\_Maternal  
 H3K27me2\_ZygoteWT\_Paternal  
 EZH2m+p+\_genome1\_broad\_treat\_pileup  
 EZH2m+p+\_genome2\_broad\_treat\_pileup  
 EZH2m-p+\_genome1\_broad\_treat\_pileup  
 EZH2m-p+\_genome2\_broad\_treat\_pileup  
 EZH2m+p+ zygote H3K27me2\_ChIPSeq\_1  
 EZH2m+p+ zygote H3K27me2\_ChIPSeq input\_1  
 EZH2m-p+ zygote H3K27me2\_ChIPSeq\_1  
 EZH2m-p+ zygote H3K27me2\_ChIPSeq input\_1  
 EZH2m+p+ zygote H3K27me2\_ChIPSeq\_2  
 EZH2m+p+ zygote H3K27me2\_ChIPSeq input\_2  
 EZH2m-p+ zygote H3K27me2\_ChIPSeq\_2  
 EZH2m-p+ zygote H3K27me2\_ChIPSeq input\_2

Genome browser session  
(e.g. [UCSC](#)) <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134592>

### Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | For ULI-NChIP library, the conditional EZH2 mice is not enough, so only one repeat for each group was collected.                                                                                                                                                                                                                                                                                       |
| Sequencing depth        | We used mm10 total genome length to evaluate the depth of sequencing. 

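The paper's read numbers can be set against its depths. When the clean reads are taken as pairs of 150 bp reads, they give the stated depths of all 4 libraries. The paper lists 35449394 uniquely mapped reads for the H3K27me2 library of Ezh2m+/p+ zygotes and 23049654 for that of Ezh2m-/p+ zygotes, with 13752250 and 9058694 for their inputs. These numbers are 132%, 131%, 78.4% and 91.2% of the clean reads in that order, so that the unit of the uniquely mapped reads (reads or pairs) is not settled by the text.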

All reads length are 150bp, paired-end.<br>Sample name, sequencing depth, total number of clean reads and uniquely mapped reads are listed below.<br>EZH2m+p+ chip: 2.96, 26934491,35449394.<br>EZH2m+p+ input: 1.93, 17530634, 13752250.<br>EZH2m-p+ chip: 1.93, 17541699, 23049654.<br>EZH2m-p+ input: 1.09, 9927983, 9058694. |
| Antibodies              | anti-H3K27me2 (for ULI-NChIP, Actif Motif; 61435).                                                                                                                                                                                                                                                                                                                                                     |
| Peak calling parameters | Command line:<br>SICER.sh [InputDirectory] [Chip.bed] [Input.bed] [OutputDir] mm10 1 200 150 0.74 600 1e-5                                                                                                                                                                                                                                                                                             |

Parameters used for peak calling: GAP 600, Windows 200, FDR 1e-5.

#### Data quality

Keep FDR less than 1e-5, peaks more than 1kb and fold more than 5. Peak number are listed below.

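The numbers of peaks in the deposited lists were equal to those given in the table for each parental genome. All folds were over 5. Lengths ran from 999 bp, which is the 1000 bp limit under the start and end convention of the lists, and the number of peaks at that length was 98 and 2353 in the maternal and paternal lists of Ezh2m+/p+ zygotes and 589 and 2309 in those of Ezh2m-/p+ zygotes. The largest fold of the Ezh2m+/p+ maternal list was 127, at 127268601 to 127275199 on chromosome 6 (nearest gene Gm38404), followed by peaks near Syt13 (122) and in an exon near Adra1d (113). In the Ezh2m+/p+ paternal list it was 518, in an intron of Kcnh1 at 192208001 to 192216399 on chromosome 1, followed by peaks nearest Cep350 (506) and Fam163a (457). The Ezh2m-/p+ maternal list had its largest fold, 152, at 70382801 to 70394199 on chromosome 14 nearest Slc39a14, followed by peaks near Rhobtb2 (122) and Zfyve21 (116). In the Ezh2m-/p+ paternal list it was 725, in an exon of Atrn at 130935001 to 130943199 on chromosome 2, followed by peaks near Suco (599) and Mgat5 (536). The longest peaks measured 20799 bp (nearest gene Csf2) and 52399 bp (Gm13032) in the Ezh2m+/p+ lists, and 17599 bp (Pebp4) and 101999 bp (Pla2g2c) in the Ezh2m-/p+ lists.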

EZH2m+p+ genome1 5744  
EZH2m+p+ genome2 17863  
EZH2m-p+ genome1 9606  
EZH2m-p+ genome2 22823

#### Software

The raw reads were processed by Trimmomatic (version 0.38) to cut adapters and to trim low quality reads with the minimal length 90bp and minimal quality of bases 20. Clean reads were mapped to the mouse mm10 genome by Bowtie2 with parameters as described previously and the default parameters in zygote ChIP sequencing data, respectively. High quality unique mapping was performed by Samtools with MAPQ more than 30 and self-coded Perl scripts. The duplication reads were removed by Picard to obtain the non-redundant reads. SNP split was utilized to split the maternal and paternal reads alignment with the allele-specific C57BL6 and PWK mm10 genome. SICER was utilized to call peaks (windows 200, Gap 600, q value 1e-5) with SICER.sh module and the differential peaks were found with SICER-df.sh module<sup>29</sup>. The peaks filtered by length more than 1000bp and fold change more than 5 were annotated by Chip Seeker for gene category analysis. The depth and coverage of ChIP sequencing data were calculated by Bed tools with the 5kb windows and self-coded python scripts, respectively, which were visualized by ggpubr and ggplot packages in R with the Wilcoxon rank test.

How the deposited data were processed for this re-analysis (not part of the article)

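H3K27me2 was measured by ULI-NChIP-seq in PN5 zygotes without polar bodies, obtained by in vitro fertilization of C57BL/6J eggs with PWK/PhJ sperm. The groups were Ezh2m+/p+ and Ezh2m-/p+ zygotes, with 300 zygotes, 1 H3K27me2 library and 1 input library in each. Paired reads of 150 bp were sequenced. The authors trimmed the reads with Trimmomatic, aligned them to mm10 with Bowtie2, kept alignments of high mapping quality, removed duplicates with Picard and assigned reads to the maternal C57BL/6 or the paternal PWK genome with SNPsplit. The authors called peaks in each parental genome with SICER against the input, kept peaks over 1000 bp with a fold over 5, and annotated them with ChIPseeker. Libraries were not pooled.

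The deposited peak lists hold, for each peak, its position, its length in bp, its annotation, its distance to the nearest transcription start site and a ratio of H3K27me2 to input reads, which is the fold that the authors' peak caller computed. The deposited coverage table holds the fraction of each chromosome covered by reads of each parental genome, which the authors computed with their own Python scripts. The paper's methods do not describe a scaling of these fractions to the number of reads. Of the 126 values of the coverage table, 42 belong to 2 groups of MII oocytes and were not used, because the samples described here are zygotes.

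Peaks were taken as listed, and coordinates are those of the lists. All peaks lay inside the chromosomes of GRCm38 (mm10). Between 98.0% and 98.2% of the transcripts named in the lists had the same start and end in GENCODE vM21. Gene symbols were found for 11459 of the 11472 gene identifiers in the lists (99.9%). Peak numbers, covered base pairs (overlapping peaks merged) and peaks per Mb were computed for chromosomes 1 to 19 and X. Lists were compared by overlap of at least 1 bp. Shares were given with 95% Wilson intervals, which treat peaks as independent, and set beside 100 random placements of the peaks within their chromosomes. Differences in annotation shares were given with 95% intervals from 1000 resamplings of 538 blocks of 5 Mb. Coverage was compared as the ratio on each chromosome, with the median over 20 chromosomes and 10000 resamplings of the chromosomes for its interval. UTR, exon and intron shares sum the categories of the annotation, and the promoter share covers the categories within 3 kb of a start site. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The overlap and the block intervals were tested on simulated data. An overlap of 25% put into 4000 peaks was recovered as 25%, and 96 of 100 intervals for the promoter share held the true difference. The simulated peaks were not clustered and their categories were drawn independently, so the intervals were not tested for clustered peaks. Wilson intervals were not tested.

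The read totals of the libraries are those of the paper, since the values used here carry no read counts for the parental genomes. The intervals cover the sampling of peaks or chromosomes in these libraries only. With 1 library per genotype, no p-value and no test between the genotypes was computed. Genotypes were assigned from the labels and the paper's Reporting Summary. The peaks named in the text were fixed by a rule set before the data were examined: every peak in the regions shown in Fig. 1k and Supplementary Fig. 3a and b, the 3 peaks of largest fold and the longest peak of each list, and the number of peaks assigned to Ezh1, Ezh2, Eed, Suz12, Ehmt1, Ehmt2 and Xist. Of the peaks in the region shown for the paternal genome in Fig. 1k, only the number and the covered share are given. Alternatives set before the data were examined were a fold over 10, a length over 2000 bp, autosomes only, lists of equal size, a reciprocal overlap of 50%, covered base pairs in place of peaks, the share of the other list of a pair, promoters defined by distance only, summed coverage, and coverage divided by uniquely mapped reads. Lists of equal size keep the peaks of largest fold in the longer list, so this alternative also filters that list by fold. The 5mC, H3K27me3 and immunostaining data of the paper were not analysed here. The analyses of clustering along the chromosomes and of steps in the fold values were added after the data were examined.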

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

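The tests in this part were chosen, or their measure was revised, after the result was seen, and the number of 20 peaks that defines a peak-rich window was also chosen then. The paper does not report how peaks of the parental genomes cluster along the chromosomes. Of 2570 windows of 1 Mb with known sequence, 201 (7.82%) held at least 20 paternal peaks in both genotypes, and they reach well beyond the regions that the paper shows. These windows held 52.9% of the Ezh2m+/p+ and 45.6% of the Ezh2m-/p+ paternal peaks, but 4.60% and 4.68% of the maternal peaks. The longest unbroken run lay on chromosome X from 112 to 123 Mb, with 387 Ezh2m+/p+ and 655 Ezh2m-/p+ paternal peaks and 0 maternal peaks. In contrast, 871 windows (33.9%) had no paternal peak in either genotype, and these held 35.9% of the Ezh2m+/p+ and 37.1% of the Ezh2m-/p+ maternal peaks.

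The tables argue against GC content as the cause of the low number of maternal peaks in these windows. Maternal peaks rose with GC content (rank correlations across windows of 0.575 and 0.584 in Ezh2m+/p+ and Ezh2m-/p+), and the median GC content of the peak-rich windows was 43.8% against 41.3% elsewhere. Of windows matched to them for GC content, 14.9% (10.7 to 20.5%) had no maternal peak in either genotype, against 44.3% (37.6 to 51.2%) of the peak-rich windows. These intervals treat windows as independent, although peak-rich windows can adjoin in runs. For the crowding of paternal peaks itself, the rank correlation with GC content was 0.303 and 0.283, and a part of GC content in it stays open. An uneven density of variants between the strains, which limits both parental genomes alike, would leave peak-rich windows with at least the average density of maternal peaks. Observed maternal peaks were 0.588 times the number expected from an even spread in the Ezh2m+/p+ list (95% interval from resampling of 5 Mb blocks, 0.442 to 0.758) and 0.598 times in the Ezh2m-/p+ list (0.464 to 0.753), which argues against variant density as the whole cause of the peak-rich windows. With a limit of 50 peaks, 59 windows gave ratios of 0.220 (0.0873 to 0.437) and 0.195 (0.0923 to 0.369). With a limit of 10 peaks, 503 windows gave ratios of 1.09 (0.967 to 1.22) and 0.987 (0.886 to 1.09), so in this wider set maternal peaks were not depleted and an effect of variant density stays open.

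Other technical explanations stay open. If stretches of the maternal chromosomes carried the PWK allele, maternal reads there would be counted as paternal, and maternal peaks would be nearly absent. Maternal peaks were reduced to the ratios above and not to nearly 0, which was the measure examined at the outset. The share of windows without any maternal peak was examined afterwards, and it was the 44.3% given above. Such stretches may therefore account for part of the windows, and a genotype of the mothers, which would settle it, was not used here.

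Peak-rich blocks may also be present in the paternal reads of the input. In that case, peaks in these windows would hold input reads more often, and fewer of their folds would lie on the step expected of peaks without input reads, on which peaks with input reads can fall as well. This share was lower in peak-rich windows by the following differences: -13.8 points (-18.1 to -9.73) for the Ezh2m+/p+ and -8.50 points (-11.8 to -5.03) for the Ezh2m-/p+ paternal peaks. Peaks in these windows were longer, with medians of 1999 against 1599 bp and 2399 against 1799 bp, and longer peaks hold input reads more often in any case. Among peaks shorter than 2000 bp the differences were -2.33 points (-4.54 to -0.295) and 1.15 points (-1.48 to 4.14), so input blocks cannot be told apart from the effect of peak length. A difference in H3K27me2 between the parental pronuclei also remains open and was not tested apart from these explanations.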

How the results depend on the processing

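No paired analysis was possible because each group had 1 library. Alternatives were set before the data were examined. The other measure of the coverage table could not be computed, since the values used give coverage only. All 4 values of the maternal to paternal ratio of coverage stayed within the intervals of the medians, and maternal coverage was higher under autosomes only and summed coverage. Of the other values, 4 of 12 for peak number, 7 of 12 for covered sequence, 11 of 14 for overlap between genotypes, 11 of 14 for overlap between parental genomes, 19 of 82 for annotation, 2 of 16 for Inpp5f and Snrpn and 2 of 6 for the ratio of coverage between genotypes moved beyond their limit (1.5 times for a count, the 95% interval otherwise). Limits for overlaps and distal intergenic shares were Wilson intervals, which are too narrow for clustered peaks, so these counts may be too high. Except where a filter removes peaks by construction, the cause of a move was not tested.

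With a fold over 10, the Ezh2m+/p+ maternal list kept 2324 peaks covering 6.31 Mb, and the covered sequence fell to 15.5 Mb for the Ezh2m-/p+ maternal and 45.5 Mb for the Ezh2m-/p+ paternal list. With a length over 2000 bp, 4516 Ezh2m+/p+ maternal, 6547 Ezh2m+/p+ paternal, 5108 Ezh2m-/p+ maternal and 10615 Ezh2m-/p+ paternal peaks remained. The sequence they covered was then 16.1 and 26.7 Mb for the maternal and paternal Ezh2m+/p+ lists and 17.2 and 49.0 Mb for the Ezh2m-/p+ lists. With this length, more paternal than maternal peaks remained in both genotypes. A fold over 10 need not mean the same in each list, so peak numbers and overlaps at this limit do not compare the parental genomes.

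The share of Ezh2m+/p+ maternal peaks overlapped by Ezh2m-/p+ maternal peaks was 5.90% with a fold over 10, 6.86% with a length over 2000 bp, 5.61% with lists of equal size, 4.94% with a reciprocal overlap of 50%, 6.01% for covered base pairs and 5.78% as the share of the other list. For the paternal lists it was 45.3% with a fold over 10, 74.2% with a length over 2000 bp, 52.4% with lists of equal size, 31.4% with reciprocal overlap and 45.7% as the share of the other list. Paternal overlap stayed above maternal overlap with a length over 2000 bp, with reciprocal overlap and as the share of the other list. The share of maternal peaks overlapped by paternal peaks in Ezh2m+/p+ zygotes was 0.0443% with a length over 2000 bp, 0.0696% with lists of equal size, 0.0522% with reciprocal overlap, 0.100% for covered base pairs and 0.140% as the share of the other list. In Ezh2m-/p+ zygotes it was 0.263% with a fold over 10 and 0.0783%, 0.177%, 0.0521%, 0.101% and 0.180% under those same alternatives.

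Distal intergenic was the largest category throughout. Its share was 35.2% of the Ezh2m+/p+ maternal peaks with a fold over 10. For the Ezh2m+/p+ paternal list it was 41.3% with a fold over 10, 36.7% with a length over 2000 bp, 39.0% on autosomes and 36.1% for covered base pairs. For the Ezh2m-/p+ paternal list it was 41.6%, 39.1%, 39.1% and 35.8% under those alternatives, and 41.4% with lists of equal size. Among differences between genotypes, that of maternal introns was -1.70 points with a length over 2000 bp. With this length, paternal differences were -1.01 points for promoters within 1 kb, -1.66 points for promoters within 3 kb, -0.188 points for UTRs and 2.34 points for distal intergenic regions. For covered base pairs they were 1.86 points for promoters within 1 kb, 0.990 points for promoters within 3 kb, 1.13 points for exons and -2.15 points for introns. The differences of maternal UTRs, exons and distal intergenic regions and of paternal exons and introns kept their sign under all 5 alternatives.

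The Ezh2m-/p+ maternal peak at Inpp5f was lost with a fold over 10 (0 peaks), and the Ezh2m+/p+ paternal peak at Snrpn with a length over 2000 bp (0 peaks). The ratio of Ezh2m-/p+ to Ezh2m+/p+ coverage was 2.19 in the maternal and 2.26 in the paternal genome after division by uniquely mapped reads, which follows from the lower number of reads in the Ezh2m-/p+ library. Depth limits all comparisons between genotypes, since the H3K27me2 libraries had depths of 2.96× and 1.93×.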

Differences from the paper's values

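None of the 48 values of the paper that were also computed here (peak numbers, and category shares read by eye from Supplementary Fig. 3c–f) differed by more than 1.5 times. The category shares nevertheless matched the lists of the other genotype. Of 44 shares in the panels, 42 were equal at 2 digits to the share in the list labelled with the other genotype and 4 to the share in the list labelled with the same genotype. For distal intergenic regions in the Ezh2m+/p+ maternal genome the paper shows about 36% in Supplementary Fig. 3, read by eye, where the list labelled Ezh2m+/p+ gave 33.9% and the list labelled Ezh2m-/p+ 35.8%.

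The paper states that in the maternal genome H3K27me2 decreased at promoters and distal intergenic regions and increased at UTRs and exons after loss of maternal EZH2. As the lists are labelled, the promoter and distal intergenic shares were higher in Ezh2m-/p+ by 0.734 and 1.94 points, and the UTR and exon shares changed by -0.526 and -2.10 points. For the paternal genome the paper states a decrease at promoters within 1 kb, UTRs, exons and distal intergenic regions and an increase at introns, where the changes here were 0.381, 0.283, 0.523, 0.476 and -0.939 points in that order. In the maternal genome, the promoter change within 3 kb was -0.174 points with lists of equal size. In the paternal genome, the changes were -1.01 points for promoters within 1 kb and -0.188 points for UTRs with a length over 2000 bp, and -0.379 points for distal intergenic regions when covered base pairs were counted. Lists of equal size also gave a negative change for paternal promoters within 1 kb. No alternative set before the data were examined gave the direction of the paper for maternal UTRs, exons and distal intergenic regions or for paternal exons and introns. If the genotype names of the lists were exchanged, the changes computed from all peaks would each reverse and take the paper's direction. Which names are right cannot be told from the values used.

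The box plot of Fig. 1l shows a higher maternal depth in Ezh2m+/p+ than in Ezh2m-/p+ zygotes, whereas the deposited coverage, like Supplementary Fig. 4, was higher in the group labelled Ezh2m-/p+, by a median ratio of 1.42 in the maternal genome. Depth and covered fraction are different measures, and depth values were not analysed here.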

Other observations

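In this part, the test of random placement within windows was chosen before its result was seen, and all others afterwards. The estimate of the fold steps was revised once after a look at the values.

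Folds in the lists were not spread evenly but fell on steps. The commonest fold of the Ezh2m+/p+ paternal list was 36.1, shared by 3350 peaks, and that of the Ezh2m-/p+ paternal list was 63.0, shared by 2459 peaks. Multiples of a step of 1.34 (Ezh2m+/p+ maternal), 12.0 (Ezh2m+/p+ paternal), 0.765 (Ezh2m-/p+ maternal) and 15.8 (Ezh2m-/p+ paternal) made up 46.4%, 63.9%, 77.8% and 37.1% of the folds, where at most 0.0112% of random values of the same range did. A candidate explanation is that a step is 1 more H3K27me2 read in a peak without input reads, although the peak caller itself was not run. A fold on a step can also come from a peak with input reads, so the peaks on the steps are of mixed kind. Only if none of them had input reads would they hold a median of 28 maternal and 4 paternal reads in Ezh2m+/p+ zygotes, a ratio of 7, and of 34 and 5 reads in Ezh2m-/p+ zygotes. The same reading implies totals of H3K27me2 over input reads of 5.97 in the maternal and 0.665 in the paternal genome of Ezh2m+/p+ zygotes, and of 10.5 and 0.508 in Ezh2m-/p+ zygotes, where the uniquely mapped reads of the paper give 2.58 and 2.54 for the whole libraries. The implied maternal value was 8.98 times the paternal in Ezh2m+/p+ and 20.6 times in Ezh2m-/p+ zygotes, whereas the ratios of maternal to paternal coverage, 11.6 and 10.9, were alike. The input reads of each parental genome, which would settle the reading, are not among the values used. Whether peaks called from few reads without input contribute to the larger number of paternal peaks at the lower paternal coverage therefore stays open, and a broader spread of H3K27me2 in the paternal genome was not tested.

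Maternal peaks of the 2 genotypes overlapped less than paternal peaks. Peaks placed where the input had no read would overlap little, and the remaining peaks far more, with a limit of 20% for the test. Under the reading given above, 10.0% (8.98 to 11.2%) of the Ezh2m+/p+ maternal peaks with input reads were overlapped, against 9.47% of all peaks of that list, and 8.36% (7.17 to 9.71%) in the Ezh2m-/p+ maternal list. Of the paternal peaks, 80.9% (79.9 to 82.0%) of those with input reads and 58.4% (57.5 to 59.3%) of those on the steps were overlapped in Ezh2m+/p+ zygotes, and 59.3% and 31.2% in Ezh2m-/p+ zygotes. Under that reading, the maternal shares with input reads argue against a missing input as the whole cause of the low maternal overlap. Maternal peaks on the steps were overlapped at 8.56% (7.56 to 9.68%) in Ezh2m+/p+ and 5.04% (4.57 to 5.56%) in Ezh2m-/p+ zygotes. In the Ezh2m-/p+ list this lay below the interval for peaks with input reads, the direction that a missing input predicts. On-step peaks of that list were also shorter, with a median of 1999 against 3599 bp. A stricter class, added after these values were seen, holds peaks whose folds lie neither on a step nor on a whole number of eighths of it. Of the 191 Ezh2m+/p+ maternal peaks in it, 14.7% (10.3 to 20.4%) were overlapped, an interval that reaches past the limit. Of the 108 such Ezh2m-/p+ maternal peaks, 9.26% (5.11 to 16.2%) were overlapped, an interval under the limit. The maternal lists thus differ, and in this class the question stays open. The same class of the Ezh2m+/p+ paternal list gave 90.2% (88.9 to 91.4%). A contribution of a missing input to part of the low overlap stays open too. Weak peaks near the threshold of the caller would overlap less than strong peaks. Of the Ezh2m+/p+ maternal peaks with input reads, 11.7% (9.52 to 14.3%) of the 692 with the largest folds and 8.97% (7.06 to 11.3%) of the 691 with the smallest were overlapped, and in the Ezh2m-/p+ maternal list 41 of 458 and 37 of 457. Peaks of larger fold were also longer, and peaks on the steps were left out of this comparison because they are of mixed kind, so weak peaks stay open. A loss of maternal EZH2, a difference between zygote collections and the depth of the libraries stay open and cannot be separated with 1 library per genotype.

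The overlap of the paternal lists could come from crowding of their peaks into the same windows. Random placement of each Ezh2m+/p+ paternal peak within its own window of 1 Mb gave a mean overlap of 26.2% (25.6 to 26.8% over 100 placements). The observed overlap was 66.1%, which argues against crowding into the same windows as the whole cause. Random placement also removes crowding inside a window, so crowding at a finer scale stays open. For the maternal lists the same placement gave 4.57% against the observed 9.47%.

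The coverage labelled Ezh2m-/p+ was higher than that labelled Ezh2m+/p+ on all 20 chromosomes. Sequencing depth as the paper gives it goes the other way if the genotype names hold, with uniquely mapped reads of Ezh2m-/p+ over Ezh2m+/p+ at 0.650. The names may be exchanged between the paper's panels and the deposited values, since 40 of the 44 shares in Supplementary Fig. 3c–f were nearer to the list labelled with the other genotype and 0 to that with the same. If the names of the coverage groups were also exchanged, the inverse ratio of reads, 1.54, would lie close to the ratio of coverage. Neither depth nor an exchange can be told apart from an effect of the genotype, because the panels cannot show which of the names is right.

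The share of peak centres more than 3 kb from any gene of GENCODE vM21 was 33.1% and 38.6% in the maternal and paternal Ezh2m+/p+ lists and 34.3% and 39.3% in the Ezh2m-/p+ lists. Random positions on the same chromosomes gave means of 45.4%, 46.9%, 46.0% and 47.0%, and random positions in the same windows of 1 Mb gave 34.4%, 38.6%, 34.9% and 40.3%. The share outside genes was thus below that of the chromosomes and close to that of the windows in which the peaks lie.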
